# *Wnt1* Lineage Specific Deletion of *Gpr161* Results in Embryonic Midbrain Malformation and Failure of Craniofacial Skeletal Development

**DOI:** 10.3389/fgene.2021.761418

**Published:** 2021-11-23

**Authors:** Sung-Eun Kim, Karla Robles-Lopez, Xuanye Cao, Kristyn Liu, Pooja J. Chothani, Nikitha Bhavani, Lauren Rahman, Saikat Mukhopadhyay, Bogdan J. Wlodarczyk, Richard H. Finnell

**Keywords:** Gpr161, midbrain, craniofacial defects, neural crest cells, encephaloceles, sonic hedgehog signaling, Wnt signaling

## Abstract

Sonic hedgehog (Shh) signaling regulates multiple morphogenetic processes during embryonic neurogenesis and craniofacial skeletal development. Gpr161 is a known negative regulator of Shh signaling. Nullizygous Gpr161 mice are embryonic lethal, presenting with structural defects involving the neural tube and the craniofacies. However, the lineage specific role of Gpr161 in later embryonic development has not been thoroughly investigated. We studied the *Wnt1-Cre* lineage specific role of Gpr161 during mouse embryonic development. We observed three major gross morphological phenotypes in *Gpr161* cKO (*Gpr161 f/f; Wnt1-Cre*) fetuses; protrusive tectum defect, encephalocele, and craniofacial skeletal defect. The overall midbrain tissues were expanded and cell proliferation in ventricular zones of midbrain was increased in *Gpr161* cKO fetuses, suggesting that protrusive tectal defects in *Gpr161* cKO are secondary to the increased proliferation of midbrain neural progenitor cells. Shh signaling activity as well as upstream Wnt signaling activity were increased in midbrain tissues of *Gpr161* cKO fetuses. RNA sequencing further suggested that genes in the Shh, Wnt, Fgf and Notch signaling pathways were differentially regulated in the midbrain of *Gpr161* cKO fetuses. Finally, we determined that cranial neural crest derived craniofacial bone formation was significantly inhibited in *Gpr161* cKO fetuses, which partly explains the development of encephalocele. Our results suggest that Gpr161 plays a distinct role in midbrain development and in the formation of the craniofacial skeleton during mouse embryogenesis.

## Introduction

Sonic hedgehog (Shh) signaling is one of the critical mammalian morphogen signaling pathways that regulates dorsoventral neural tube patterning (Cohen et al., 2013), neural stem cell proliferation (Ho and Scott, 2002) and neural crest cell survival (Ahlgren and Bronner-Fraser, 1999) in the developing embryo. Shh is secreted from the notochord and floor plate and plays a critical role for ventral neural tube patterning. Wnts and Bone morphogenetic proteins (BMPs), secreted from the roof plate, modulate the dorsal neural tube patterning. Together, they fine tune the neuronal cell fates during neurulation (Le Dreau and Marti, 2012; Cohen et al., 2013). In addition, Shh signaling is known to have a critical role in embryonic neurogenesis, specifically, neural precursor cell proliferation and differentiation during forebrain and midbrain development (Ho and Scott, 2002; Feijoo et al., 2011; Komada, 2012). Shh signaling also fine-tunes limb patterning (Johnson et al., 1994) and craniofacial development (Xavier et al., 2016) during early fetal life. Therefore, the abnormal regulation of Shh signaling secondary to genetic mutations in the mouse and human results in various congenital malformations, such as neural tube defects (NTDs) (Wu et al., 2013; Lu et al., 2014; Kim et al., 2019; Renard et al., 2019), abnormal brain development (Dhekne et al., 2018; Nagai-Tanima et al., 2020), craniofacial abnormalities (Xavier et al., 2016; De Mori et al., 2017; Wang et al., 2017), and limbs defects (Anderson et al., 2012).

Mammalian neural crest cells (NCCs) arise from the dorsal neural tube which delaminate from their site of origin and subsequently migrate and differentiate into the designated cell types in peripheral organs (Le Douarin and Dupin, 2003; Bronner and Simoes-Costa, 2016). Several kinds of NCCs, such as cranial, vagal, trunk, and sacral NCCs exist, based on their anatomical origins. The cranial NCCs emanate from the diencephalon, mesencephalon, or hindbrain to form the intramembranous craniofacial skeletal elements, including the cranial vaults and jawbones, cranial ganglion, and teeth (Santagati and Rijli, 2003). In particular, the cranial NCCs derived from the diencephalon and mesencephalon forms the craniofacial skeleton in mammals (Kuratani et al., 1997). The spatiotemporal specification of cranial NCCs is tightly regulated by multiple signaling pathways, such as Sonic hedgehog (Shh), Wnt, BMPs, Fibroblast growth factors (Fgfs), and Retinoic acid (RA) (Bronner and Simoes-Costa, 2016). Shh morphogens are secreted from the neuroectoderm of the ventral forebrain, facial ectoderm, and pharyngeal endoderm during early head formation (Nasrallah and Golden, 2001). Shh signaling is also involved in the survival of cranial NCCs (Ahlgren and Bronner-Fraser, 1999). Therefore, mutant mice in Shh signaling, such as the transducer Smoothened (Jeong et al., 2004), Suppressor of Fused (Sufu) (Li et al., 2017) and Fuz (Zhang et al., 2011; Tabler et al., 2016), have been reported to express craniofacial malformations. In humans, genes in the Shh signaling pathway, such as SUFU, are associated with craniofacial and skeletal defects, as is the case with Joubert syndrome (De Mori et al., 2017).

Gpr161 is an orphan G protein-coupled receptor (Matteson et al., 2008) and is a negative regulator of Shh signaling (Mukhopadhyay et al., 2013). It is localized in the primary cilia and activates Protein kinase A (PKA) by increasing cyclic Adenosine monophosphate (cAMP) levels to promote Gli3 processing, thereby inhibiting the Shh target gene expression without the Shh signal. The *Gpr161* hypomorphic mutant mice had both congenital cataracts and spina bifida (Wilson and Wyatt, 1986, 1993; Li et al., 2015). *Gpr161* knockout mice are embryonic lethal by E10.5 and present with NTDs, craniofacial defects, and defective limb buds at E9.5 or E10 (Mukhopadhyay et al., 2013; Kim et al., 2019). The limb buds and facial mesenchyme specific deletion of *Gpr161* in mice results in polysyndactyly and defects of endochondral and intramembranous bone formation in a cilia-dependent manner (Hwang et al., 2018). Neural stem cell-specific deletion of *Gpr161* in mice manifests forebrain phenotypes such as ventriculomegaly, periventricular nodular heterotopia and altered neocortical cytoarchitectonic structure (Shimada et al., 2019), and cerebellar tumors such as Shh-subtype medulloblastoma (Shimada et al., 2018). A nonciliary but cAMP signaling competent *Gpr161* mutant allele is associated with craniofacial abnormalities (Hwang et al., 2021). *GPR161* genetic mutations in humans are also associated with an increased risk for NTDs (Kim et al., 2019) and the pituitary stalk interruption syndrome (Karaca et al., 2015). However, whether Gpr161 plays a role in neural crest cell-derived morphogenesis during embryonic development has not previously been confirmed experimentally.

In this study, we utilized *Wnt1-Cre* transgenic mice to investigate the role of Gpr161 on neural crest lineage specification during murine embryonic development. The *Gpr161* deletion in the *Wnt1-*lineage resulted in the midbrain protrusion and the defects of craniofacial skeletal development. Our results shed new insight into just how Gpr161 regulates *Wnt1-Cre* lineage-specific morphogenesis and skeletogenesis in mice.

## Results

### The Conditional *Gpr161* Deletion in Cranial Neural Crest Lineage Resulted in Midbrain Protrusion and Craniofacial Defects With Encephalocele

The phenotypes of *Gpr161* KO embryos were varied yet included malformations of the pharyngeal arches and microcephaly, along with cranial and spinal NTDs (Mukhopadhyay et al., 2013; Kim et al., 2019). This pattern of altered development suggests that the craniofacial defects could occur in the later embryonic stages. We utilized *Wnt1-Cre* lines to investigate the role of Gpr161 on mouse neural crest-derived craniofacial development in the mouse. We initially characterized the *Cre* expression of *Wnt1-Cre* lines crossed with *Rosa-LacZ* reporter mice [Figure 1A; upper panel)]. *Cre* was expressed in the mesencephalon, the first and second pharyngeal arches, the trigeminal ganglia (V), and facial nerve ganglia (VII) at E9.5. By E11.5, the *Cre* expression was widely expanded into the neural tube, including the mid/hindbrain and most of the orofacial and pharyngeal arch regions (Figure 1A: lower panel). We observed the gross morphology of fetuses with *Wnt1-Cre* lineage-specific *Gpr161* deletion, which resulted from *Gpr161* ^*f/f*^ crossed with *Gpr161* ^*f/+*^ *; Wnt1-Cre/+* (*Gpr161* ^*f/f*^ *; Wnt1-Cre/+*, referred to as *Gpr161* cKO from here on in this manuscript) (Figure 1B). The *Gpr161* cKO fetuses survived until E18.5, although we failed to observe any liveborn pups. The *Gpr161* cKO fetuses expressed midbrain protrusion, ano/microphthalmia, ano/microtia, and severe orofacial defects at E13.5, whereas *Gpr161* ^*f/+*^ *;Wnt1-Cre/+* (*Cre* control) or *Gpr161* ^*f/f*^ (*flox* control) did not show any similar abnormal phenotypes (Figure 1B and Supplementary Table S1). Spinal edema was also apparent by E15.5 in *Gpr161* cKO fetuses. In addition, we could observe widened mandible and maxilla, which are the representative phenotypes of increased Shh signaling in the face (Supplementary Figure S1A). We also observed encephalocele in ∼69% of the *Gpr161* cKO fetuses at E17.5 and E18.5 (Figure 1B and Supplementary Table S2).

**FIGURE 1:**
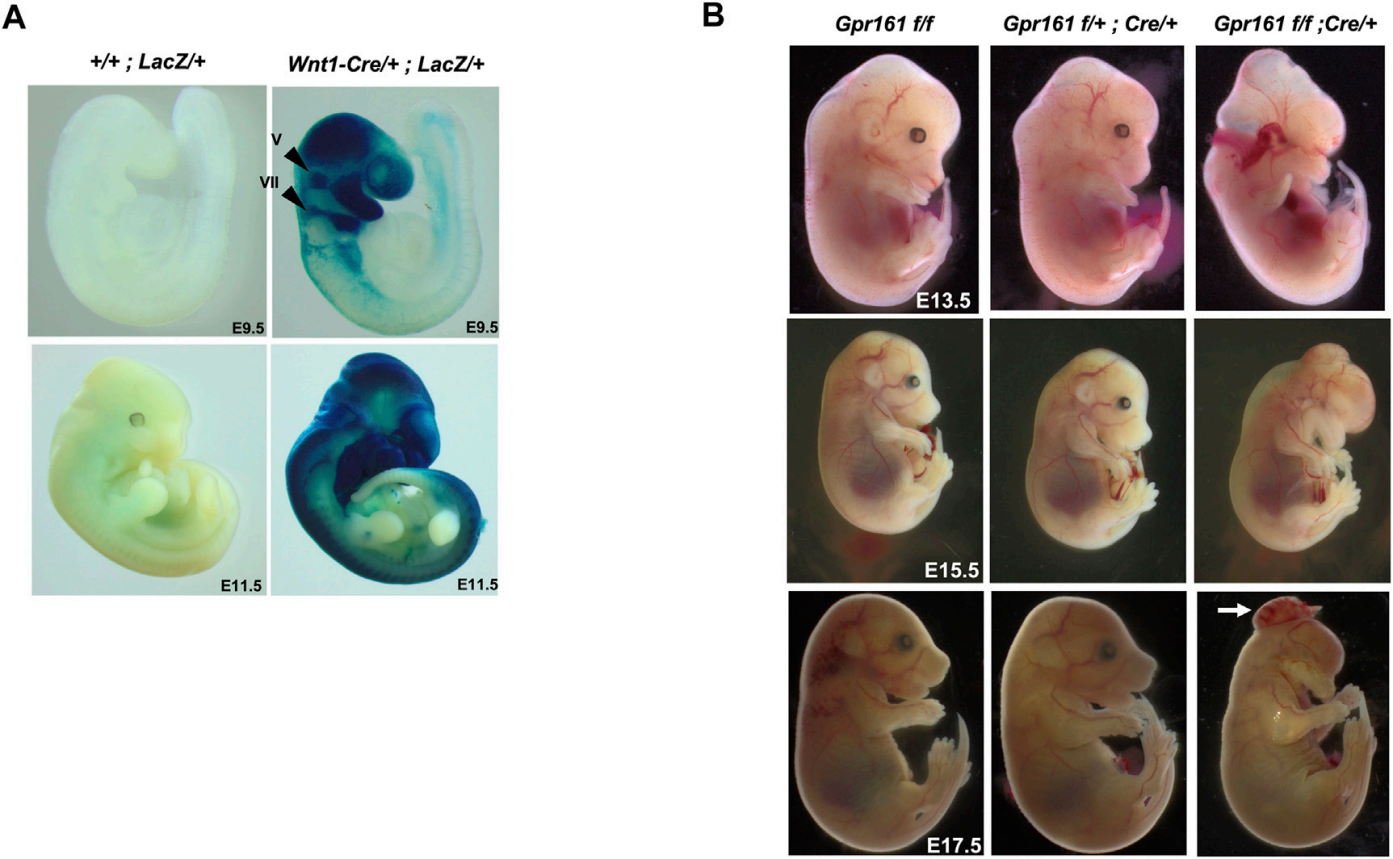
The *Wnt1* lineage specific deletion of *Gpr161* results in protrusive tectum defects and craniofacial defects. **(A)** X-gal staining of *Rosa-LacZ;Wnt1-Cre/+* and *Rosa-LacZ* at E9.5 and E11.5. V: trigeminal ganglia, VII: and facial nerve ganglia **(B)** Gross morphology of *Gpr161* ^*f/f*^, *Gpr161* ^*f/+*^ *;Wnt1-Cre/+*, *Gpr161* ^*f/f*^ *;Wnt1-Cre/+* (*Gpr161*cKO) at E13.5, 15.5 and 17.5. The white arrow indicates encephalocele in E17.5.

A histological analysis was performed to further confirm the gross phenotypic malformations of the *Gpr161* cKO fetuses (Figure 2A). The tectum in *Gpr161* cKO was extended and mesencephalic vesicle and fourth ventricle at E13.5 were enlarged. The dorsal midbrain was enlarged by E15.5 (Figure 2A: lower right) and the brain herniation along with protruded meninges, which is the representative phenotypes in encephaloceles (Naidich et al., 1992), was detected in the mesencephalic ventricles of *Gpr161* cKO fetuses at E17.5 (Supplementary Figure S1). The maxillary bone was shortened and showed irregular shapes, and nasal septum and mandible were underdeveloped. In addition, hard palatal shelves were not fused along the midline, creating a mild cleft palate in *Gpr161* cKO fetuses at E15.5 and E17.5 (Figure 2A: lower right and Supplementary Figure S1B). These morphological findings were consistent with the phenotypes of the *Gpr161* cKO that were grossly examined in terms of structural malformations of the craniofacies and the mesencephalon.

**FIGURE 2:**
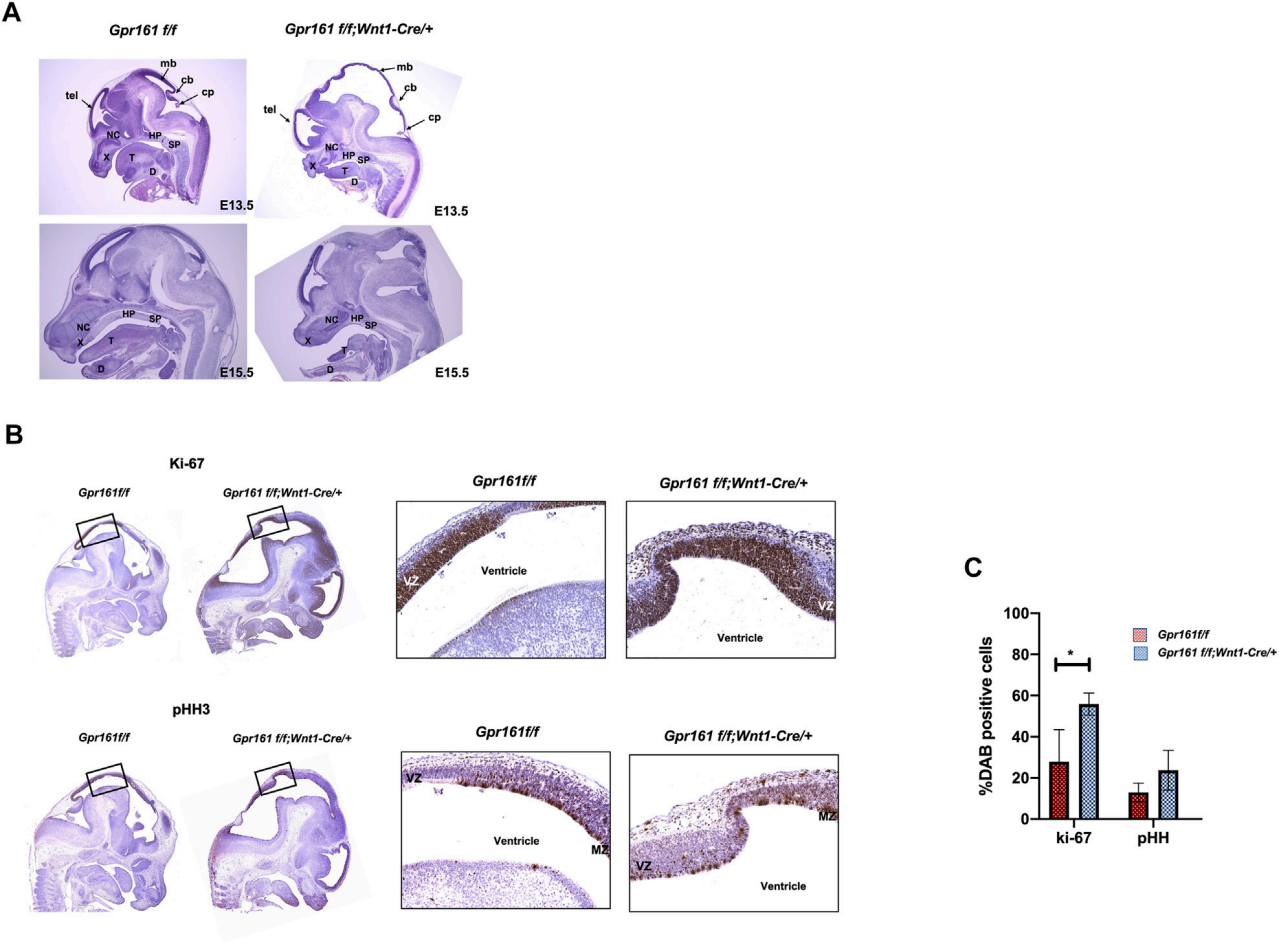
Histological analysis and IHC demonstrating the increased cellular proliferation in the midbrain of *Gpr161* cKO fetuses. **(A)** H&E staining of *Gpr161* ^*f/f*^ and *Gpr161* ^*f/f*^ *;Wnt1-Cre/+* at E13.5 (n = 3) and E15.5 (n = 3); cb, cerebellum; cp, choroid plexus; D, mandible; HP, hard palate; mb, midbrain; NC, nasal cavity; SP, soft palate; T, tongue; tel, telecephalon; X, maxilla **(B)** IHC with Ki-67 and pHH3 antibodies in midbrain sections of *Gpr161* ^*f/f*^ and *Gpr161* ^*f/f*^ *;Wnt1-Cre/+* at E13.5 (n = 3). The black boxes indicate the areas magnified in the right panel. VZ: ventricular zone, MZ: mitotic zone **(C)** The statistical analysis of IHC with Ki-67 and pHH3 shown in **(B)**. *Y* axis indicates the percentage of neurons that were Ki-67, pHH3, and Gli1 positive. The experiments were done triplicate and values were shown as means and standard deviations (SD). The statistical analysis was performed using a 2-way ANOVA, followed by Tukey’s test for multiple comparison (GraphPad Prism 8).

### Protrusive Tectum Defects Result From Increased Neural Progenitor Cell Proliferation in *Gpr161* cKO Fetuses

As one of the characteristic phenotypes of *Gpr161* cKO fetuses was a midbrain protrusion initially observed at E13.5 and at E15.5, we sought to investigate the underlying cellular defects responsible for this abnormal phenotype. We were interested in clarifying whether these midbrain protrusive phenotypes are primarily due to the ectopic *Wnt1* overexpression or not, as was previously reported (Lewis et al., 2013). We observed that *Cre* control fetuses failed to express any similar midbrain protrusive phenotypes as were seen in the *Gpr161* cKO fetuses (Figure 1B). In addition, *Gpr161* ^*f/f*^ *;Nestin-Cre* fetuses showed similar protrusive tectal defects at E13.5 (Supplementary Figure S2 and Supplementary Table S3) although the phenotypes are less severe than that of *Gpr161* cKO. Both supported that protrusive tectal phenotypes in *Gpr161* cKO resulted from *Gpr161* deletion.

As H&E staining provided evidence of the increased cell proliferation in the midbrain regions in *Gpr161* cKO (Figure 2A), we performed immunohistochemistry (IHC) with Ki67 and pHH3 markers to affirm that the proliferation was regulated in *Gpr161* cKO at E13.5. The Ki67 positive cells in the midbrain regions of *Gpr161* cKO fetuses were significantly increased compared to those of the controls (*Gpr161* ^*f/f*^) (Figures 2B,C), whereas pHH3 positive cells trended towards being increased in the midbrain regions of *Gpr161* cKO fetuses but were not statistically significant. Interestingly, the Ki67 positive cells were widely spread in the ventricular zone (VZ). The pHH3 positive cells tend to be located in the mitotic zone of VZ (Arimura et al., 2019) in WT whereas they were more widely spread out in VZ of the dorsal midbrain in *Gpr161* cKO fetuses (Figure 2B). In addition, we observed the increased Gli1 expression in the dorsal midbrain of *Gpr161* cKO fetuses (Supplementary Figure S3).

### Shh and Wnt Signaling are Involved in the Etiology of Protrusive Tectum Defects in *Gpr161* cKO Fetuses

Sonic hedgehog signaling as well as Wnt signaling are known to regulate midbrain patterning and proliferation (Brault et al., 2001; Bayly et al., 2007; Blaess et al., 2008). Gpr161 is an established negative regulator of sonic hedgehog signaling in multiple developmental contexts (Mukhopadhyay et al., 2013; Hwang et al., 2018; Kim et al., 2019), and is additionally involved in regulating Wnt signaling as well (Li et al., 2015; Kim et al., 2019). To determine if Shh and Wnt signaling are involved in the increased cell proliferation in the protrusive midbrain of *Gpr161* cKO fetuses, we measured Shh and Wnt signaling activities within dissected midbrain tissues from *floxed*/*Cre* controls and *Gpr161* cKO fetuses (Figure 3). The protein levels of Gli1 and the RNA levels of *Gli1*, *Ptch1*, and *Fgf15*, Shh target genes, were increased (Figures 3A,B). The repressor form of Gli3 was decreased, consistent with increased Gli1 levels in *Gpr161* cKO. These results revealed increased Shh signaling activities in the midbrain tissues of *Gpr161* cKO fetuses. Intriguingly, the protein levels of the Wnt signaling molecules, p-LRP6, Dvl2 (both significantly upregulated) and β-catenin (tends to increase, but not statistically significant), were increased, and one of Wnt target genes, *CyclinD1*, was increased (Figures 3A,B). However, classical target gene, *Axin2*, was not significantly changed in *Gpr161* cKO midbrain tissues (Figure 3B). These results suggested that Gpr161 possibly regulated Wnt signaling in multiple ways.

**FIGURE 3:**
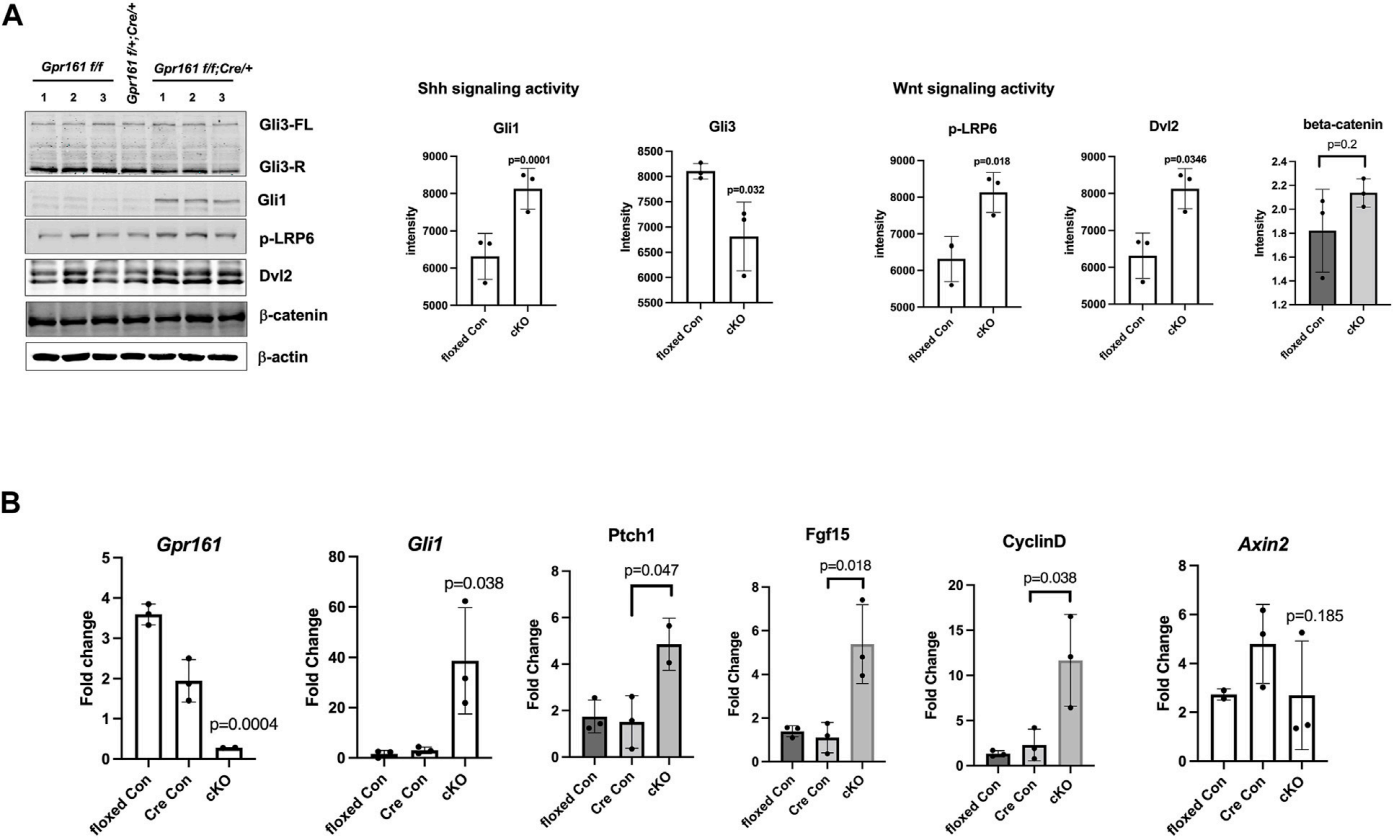
The Shh and Wnt signaling activities in the midbrain of *Gpr161* cKO fetuses at E13.5. The dissected midbrain tissues from *floxed* control (*Gpr161* ^*f/f*^), *Cre* control (*Gpr161* ^*f/+*^ *;Wnt1-Cre/+*) and cKO (*Gpr161* ^*f/f*^ *;Wnt1-Cre/+*) fetuses at E13.5 were used for Western Blotting (WB) and qRT-PCR **(A)** Shh and Wnt signaling activities measured by WB (left). The intensity of each blot was normalized by β-actin. The quantitative analysis (n = 3) (right). Gli3 quantitation was done with repressor forms **(B)** qRT-PCR with *Gpr161*, *Gli1*, *Ptch1*, *Fgf15*, *CyclinD*, *Axin2* (n = 3), which mRNA levels were normalized with *Gapdh*.

To further unbiasedly identify the molecular basis of protrusive tectum phenotypes in *Gpr161* cKO fetuses, we performed RNA sequencing analysis using midbrain tissues of *Gpr161* ^*f/f*^ (*floxed* control), *Gpr161* ^*f/+*^ *;Cre/+* (*Cre* control), and *Gpr161* cKO (*Gpr161* ^*f/f*^ *;Cre/+*) fetuses at E13.5 (Figure 4). 

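RNA was sequenced from the midbrain tissue of 9 fetuses, 3 floxed controls, 3 Cre controls and 3 cKO, as poly-A selected libraries. The authors deposited 1 table with a value for 27360 rows in each of the 9 libraries, of which 5764 rows carry no gene name and 4840 are at 0 in every library. The values, between -2.12 and 17.95, are on a log2 scale and were normalized between libraries by the authors. Neither the table nor the paper's text names the transformation. The spread between libraries shrinks at low expression, with a median SD of 0.00370 for rows with a mean between -3 and 0 and of 0.122 for rows with a mean between 6 and 8. The log2 fold changes of weakly expressed genes are therefore compressed. Read counts are not part of the table, and the depth of each library is unknown. The sums of the linear values (2 to the power of each value) were between 26605100 and 27491800 per library.

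From this table, 14029 named genes with at least 1 cpm in at least 3 libraries were tested, where cpm was counted on the linear values. That minimum lies between 4.73 and 4.78 on the log2 scale. Linear models with a mean per genotype were fitted to all 9 libraries with limma, with its moderated two-sided test and Benjamini-Hochberg adjustment. A DEG was a gene with an adjusted p under 0.05 and a fold change over 1.5 in either direction. The paper states these limits for the fold change and for p, and names the Benjamini-Hochberg correction apart from them, so the limit on the adjusted p is a reading of its methods. In a test on simulated data, 200 genes were given a log2 change of 1. Between 97.5% and 99.5% of them were recovered as DEGs in the 4 comparisons, with 0 DEGs among the unchanged genes, of which 4 to 17 passed the adjusted p alone. The replicate numbers were not used as pairs. After removal of the genotype means, libraries with the same number correlated across genes between -0.027 and 0.26 (median 0.10). Those with different numbers correlated between -0.28 and 0.16 (median -0.053). The ranges overlap, so these values neither establish nor rule out a pairing.

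Gpr161, the deleted gene, which the table lists by this symbol, lies on chromosome 1 of GRCm38 from 165295789 to 165326745. Its log2 value was 11.77 ± 0.030 (SD, n = 3) in the floxed control, 11.88 ± 0.096 (SD, n = 3) in the Cre control and 11.88 ± 0.12 (SD, n = 3) in the libraries labelled cKO. It was not lower in the cKO, with a log2 fold change of 0.11 against the floxed control (adjusted p = 0.223 by limma) and of 3.3e-04 against the Cre control (adjusted p = 0.998 by limma). Without cKO replicate 1, the first of these was 0.18 (adjusted p = 0.0471), and without cKO replicate 2 it was 0.068. The table gives 1 value per gene and does not separate its exons.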

The heatmap showed that the *floxed* control and the *Cre* control had a similar gene expression pattern, except *Wnt1* as the *Cre* control had a higher *Wnt1* expression compared to *floxed* control (Figure 4A). 

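The similarity of the groups was measured over the tested genes as a distance, 1 minus Spearman's correlation between libraries. The mean distance was 0.00216 within the floxed control, 0.00355 within the Cre control and 0.00177 within the cKO. Between groups it was 0.00403 from Cre control to floxed control, 0.00518 from cKO to Cre control and 0.00945 from cKO to floxed control. Distances between groups exceeded those within groups by 0.00373 on average, the largest difference among the 280 ways to part the 9 libraries into groups of 3 (one-sided exact permutation test, p = 0.00357). The distance from Cre control to cKO was 1.29 times that from Cre control to floxed control, with an SD of 0.320. This ratio was 1.66 without Cre control replicate 1 and at least 1.08 in the fits that each left out 1 library. On the first principal component, with 57.9% of the variance, the 3 Cre control libraries lay between the floxed control and the cKO.

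Between the Cre control and the floxed control, 4 genes were DEGs, all higher in the Cre control, and 8 genes passed the adjusted p alone (2451 genes at an unadjusted p under 0.05). With the unadjusted p and the fold change over 1.5, the count of DEGs between the controls was 49. Among the 4 DEGs were Wnt1, with a log2 fold change of 1.75 (adjusted p = 3.47e-06 by limma), Pcsk6 with 1.01 (adjusted p = 0.0128) and Ank1 with 0.63 (adjusted p = 0.0337). Pcsk6 and Ank1 were chosen after their values were seen. Among the 6 fits that left out 1 library, Ank1 did not pass without floxed control replicate 1 or 3 or Cre control replicate 2 or 3 (adjusted p = 0.0536, 0.231, 0.0650 and 0.129 in turn) and Pcsk6 did not pass without Cre control replicate 3 (adjusted p = 0.0575). Ank1 also did not pass with no filter on low values (0.0527) or with only the 6 libraries compared (0.0993), with a range of 0.0105 to 0.231 over the alternatives. The number of DEGs was 28 without Cre control replicate 1, 16 without floxed control replicate 1, 9 without floxed control replicate 2, 2 without floxed control replicate 3, 8 without Cre control replicate 2 and 1 without Cre control replicate 3. Among the genes of the heatmap, Dusp6 also passed the adjusted p, with a log2 fold change of 0.48 (adjusted p = 0.0152 by limma), though not without floxed control replicate 3 or Cre control replicate 3 (adjusted p = 0.0687 and 0.0575 in turn), nor with only the 6 libraries compared (0.0697). Fgf8, Hes3 and Spry1 were higher in the Cre control by 0.79, 0.53 and 0.52 on the log2 scale, and did not pass (adjusted p = 0.0755, 0.139 and 0.113 by limma). Hes3 passed without Cre control replicate 1 (adjusted p = 0.0450), and the adjusted p of Fgf8 ranged from 0.0483, with the Y-linked genes as a covariate (chosen after seeing the data), to 0.409 over the alternatives.

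**Figure D1:**
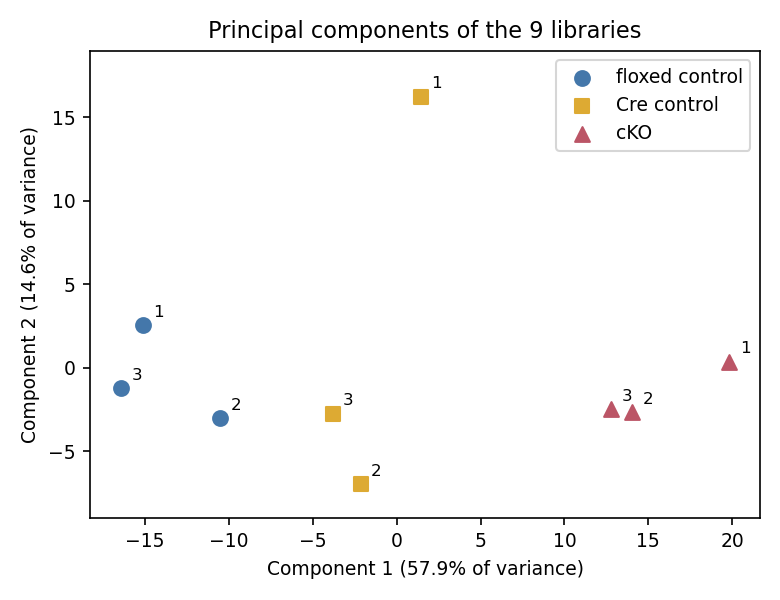
Principal components of the 9 libraries over the tested genes, with the share of the variance on each axis and the replicate number beside each point. The 3 Cre controls sit between the floxed controls and the cKO on component 1, and Cre control replicate 1 stands apart on component 2 (14.6% of the variance).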

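In cKO against the floxed control, 410 genes were DEGs, 188 higher and 222 lower. Against the Cre control, 79 genes were DEGs, 47 higher and 32 lower. Of these 79, 71 were also DEGs against the floxed control, in the same direction. With the unadjusted p and the fold change over 1.5, the counts were 418 and 96. The paper's text does not name the control behind its fold changes, so both are given. The limit on the fold change moved these counts most, as the adjusted p alone was passed by 5380 genes against the floxed control and 1363 against the Cre control, while limma's test against a fold change of 1.5 left 6 and 1.

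In every cKO library, Gli1, Hhip, Fgf15, Nkx6-2, Hes3, Fgf8 and Spry1 were higher than in every control library. Gli1 (chromosome 10, 127329882 to 127341974 in GRCm38) was at 8.62 ± 0.081 in the floxed control, 8.65 ± 0.044 in the Cre control and 9.70 ± 0.10 in cKO (log2 value, SD, n = 3). Its log2 fold change was 1.08 against the floxed control (standard error 0.065, adjusted p = 3.17e-05 by limma) and 1.05 against the Cre control (adjusted p = 7.49e-05 by limma). Against the floxed and the Cre control in turn, Hhip rose by 1.34 and 1.28 on the log2 scale (adjusted p = 3.17e-05 and 7.49e-05 by limma) and Fgf15 rose by 1.02 and 1.01 (adjusted p = 1.27e-04 and 4.52e-04). Nkx6-2 rose by 1.48 and 1.15 (adjusted p = 1.27e-04 and 0.00118 by limma), and Hes3 rose by 1.52 and 0.99 (adjusted p = 1.27e-04 and 0.00183). Hhip lies on chromosome 8, 79965851 to 80058006, Fgf15 on chromosome 7, 144896531 to 144900953, Nkx6-2 on chromosome 7, 139579376 to 139582797, and Hes3 on chromosome 4, 152285972 to 152291662.

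Wnt1 (chromosome 15, 98789857 to 98793837) was at 9.19 ± 0.091 in the floxed control, 10.94 ± 0.065 in the Cre control and 10.65 ± 0.13 in cKO (log2 value, SD, n = 3). Its log2 fold change in cKO was 1.46 against the floxed control (adjusted p = 1.72e-05 by limma) and -0.28 against the Cre control (adjusted p = 0.0373 by limma, and 0.0300 to 0.145 over the alternatives). Each cKO library was lower in Wnt1 than each Cre control library, but the difference no longer passed without Cre control replicate 2 or 3 or cKO replicate 1 or 3 (adjusted p = 0.0765, 0.0847, 0.145 and 0.0962 in turn), with only the 6 libraries compared (0.0677) or with no filter on low values (0.0533). Fgf8 (chromosome 19, 45736798 to 45742915) rose by 1.34 against the floxed control (adjusted p = 2.17e-04 by limma) and by 0.55 against the Cre control (adjusted p = 0.0278), where it no longer passed without Cre control replicate 2 or 3 or cKO replicate 2 or 3 (adjusted p = 0.0767, 0.0922, 0.0836 and 0.0732 in turn) or with only the 6 libraries compared (0.0641). Its adjusted p against the Cre control was 0.00721 to 0.0922 over the alternatives. Spry1 (chromosome 3, 37639947 to 37644598) rose by 1.02 and 0.50 (adjusted p = 1.90e-04 and 0.0152 by limma). Without Cre control replicate 3, its difference from the Cre control did not pass (adjusted p = 0.0586 by limma). Draxin fell by 0.69 and 0.49 on the log2 scale (adjusted p = 1.27e-04 and 0.00160 by limma). In order of p, Wnt1 came first against the floxed control. Against the Cre control Gli1 came first, and Wnt1 ranked 937, Fgf8 637 and Spry1 258.

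**Figure D2:**
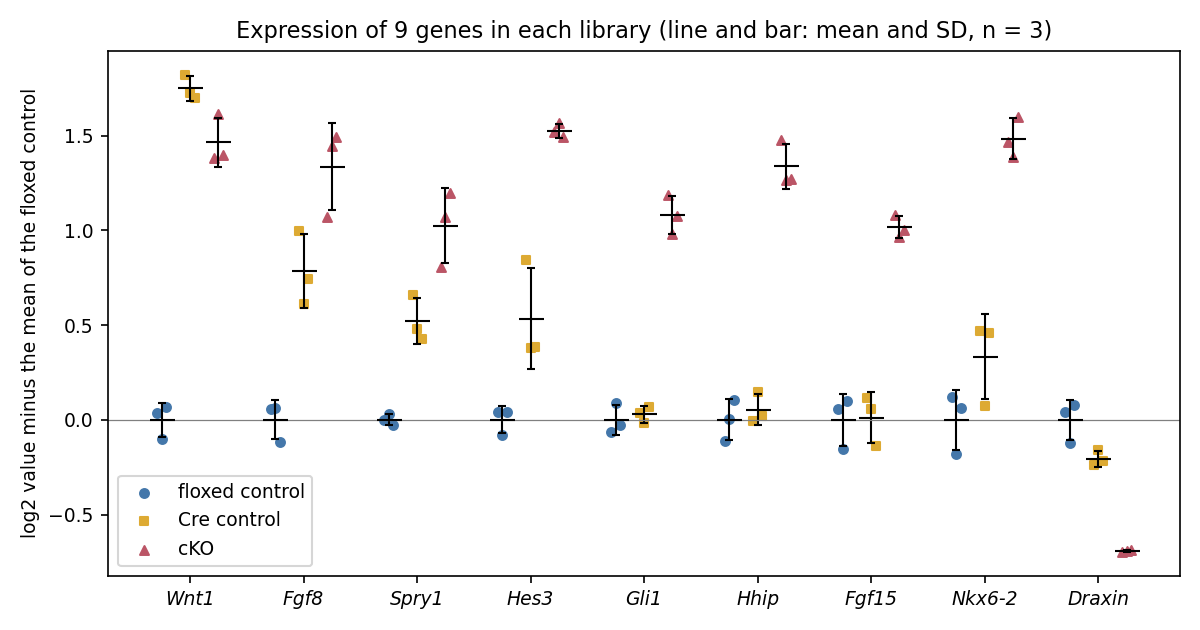
Expression of 9 genes in each library, as the log2 value minus the mean of the floxed control, with each point a library and lines and bars the mean and SD of 3 libraries. Wnt1 is higher in every Cre control library than in every cKO library, and Gli1 is highest in the 3 cKO libraries.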

The top 10 differentially expressed genes (DEGs) in the midbrain tissues of *Gpr161* cKO fetuses included: *Gli1*, *Hhip*, *Ptch2*, *Nkx6-2*, *Fgf15* (Shh target genes-upregulated), *Fgf8*, *Spry1* (Fgf signaling related genes-upregulated), *Hes3* (Notch signaling related gene-upregulated), *Wnt1* (agonist in Wnt signaling-upregulated) and *Draxin* (antagonist in Wnt signaling-downregulated) (Figure 4B). These results demonstrated that there was increased Shh, Wnt, as well as Fgf and Notch signaling in the midbrain regions of *Gpr161* cKO fetuses. 

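Lists of genes of the 4 pathways were tested with camera, limma's test of whether a list ranks above or below the other genes, with a preset correlation of 0.01 between genes. Of 13 Shh target genes, 13 were higher in cKO than in the floxed control (median log2 fold change 0.72, adjusted p = 7.11e-09 by limma's camera) and 12 were higher than in the Cre control (median 0.64, adjusted p = 1.54e-11). Over all genes tested, 10 and 10 of them passed the adjusted p, and adjusted over the list alone 11 and 10. The study picked 5 of the 13 genes from these libraries, and other lists hold 3, so the counts are not independent evidence for those picked.

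The 15 Wnt/beta-catenin target genes had a median log2 fold change of 0.20 against the floxed control, with 11 higher (adjusted p = 0.00178 by limma's camera), and of 0.064 against the Cre control, with 8 higher (adjusted p = 0.199). Over all genes tested, 9 were higher against the floxed control, and 3 were higher and 1 lower against the Cre control. Adjusted over the list alone, 10 and 9 changed in either direction. In the Cre control, 14 of the Wnt genes were higher than in the floxed control, with a median of 0.14 (adjusted p = 7.88e-06 by limma's camera). The 14 genes of Fgf signaling had medians of 0.39 and 0.14 in cKO against the floxed and the Cre control, with 13 and 12 higher (adjusted p = 7.80e-06 and 0.0010 by limma's camera). They were also higher in the Cre control than in the floxed control, with a median of 0.25 (adjusted p = 6.16e-08 by limma's camera). The 12 Notch pathway genes had medians of 0.29 and 0.22 in cKO, with 12 and 11 higher (adjusted p = 1.30e-04 and 7.82e-05 by limma's camera). Over all genes tested, 10 and 6 of the Fgf genes and 9 and 5 of the Notch genes were higher past the adjusted p. The counts adjusted over the list alone were 13 and 8 for the Fgf genes and 10 and 7 for the Notch genes. The study picked 0 of the Wnt genes, 2 of the Fgf genes and 1 of the Notch genes, and other lists hold 1, 4 and 4. The Wnt median against the Cre control was 0.027 without cKO replicate 2, 0.029 without Cre control replicate 1 and 0.10 without cKO replicate 1.

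With fry, limma's rotation test, the 4 lists were higher against both controls, the Wnt list with an adjusted p of 0.0266 against the Cre control. With the correlation estimated for each list, the Shh list passed (adjusted p = 0.0302 and 0.0126 by limma's camera) and the Wnt, Fgf and Notch lists did not pass against either control. From the higher expression of the Shh target genes, of the genes related to Fgf and Notch signaling and of Wnt1, and the lower expression of the Wnt antagonist Draxin, the paper concludes that the Shh, Wnt, Fgf and Notch pathways were more active in the midbrain of the cKO. For Shh and Wnt signaling, it also draws on Western blots and qRT-PCR, which were not analysed here. Wnt1 itself was not higher in cKO than in the Cre control (log2 fold change -0.28).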

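No table of Gene Ontology terms was used, and lists of cell cycle, neuronal and ribosomal genes were tested in their place. The 20 genes of the G1/S phase and the 22 genes of the G2/M phase were all higher in cKO than in the floxed control, with median log2 fold changes of 0.46 (adjusted p = 1.59e-10 by limma's camera) and 0.54 (adjusted p = 5.42e-13). They were also all higher than in the Cre control, with medians of 0.26 and 0.27 (adjusted p = 1.01e-08 and 2.25e-11 by limma's camera). When adjusted over the list alone, 20 and 22 of them changed against the floxed control and 17 and 20 against the Cre control. Over all genes tested, the counts were 20 and 22 against the floxed control and 11 and 13 against the Cre control.

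Of 28 genes of neuronal differentiation, 27 were lower in cKO than in the floxed control and 24 lower than in the Cre control, with medians of -0.47 and -0.23 (adjusted p = 1.67e-10 and 2.60e-06 by limma's camera). Of 24 genes of axon development, 21 and 18 were lower, with medians of -0.40 and -0.25 (adjusted p = 2.70e-06 and 2.76e-05 by limma's camera). The 25 synaptic genes were all lower in both comparisons, with medians of -0.55 and -0.32 (adjusted p = 6.53e-13 and 3.11e-12 by limma's camera). Adjusted over the list alone, 24, 15 and 24 genes of these 3 lists changed against the floxed control and 15, 14 and 21 against the Cre control. Over all genes tested, 24, 14 and 24 were lower against the floxed control and 8, 8 and 11 against the Cre control. The 75 ribosomal protein genes were all higher in both, with medians of 0.27 and 0.13 (adjusted p = 1.66e-15 and 8.12e-10 by limma's camera). Of these, 73 and 8 changed when adjusted over the list alone, and 69 and 7 over all genes tested. Their median against the Cre control was 0.21 without Cre control replicate 1 and 0.078 without Cre control replicate 2. The study picked 1 of the synaptic and 2 of the axon development genes from these libraries, and 0 of the other lists above.

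Of the 27 lists tested, 23 passed against the floxed control and 18 against the Cre control. Among the tests of the lists, estimating the correlation lowered these counts most. The estimate was 0.635 for the G1/S phase, 0.764 for the G2/M phase, 0.727 for the synaptic and 0.873 for the ribosomal protein genes. These lie far above the preset 0.01, so the adjusted p of these lists at the preset are likely too small. With the correlation estimated for each list, 2 lists passed in each comparison, the Shh target genes and the hypoxia-inducible genes outside glycolysis. With fry, 21 and 15 lists passed, among them the cell cycle and synaptic lists in both comparisons. The neuronal differentiation, axon development and ribosomal protein lists did not pass against the Cre control with fry (adjusted p = 0.0994, 0.0644 and 0.131 by limma). In the Cre control against the floxed control, the medians of the G1/S and G2/M phase genes were 0.20 and 0.24, and those of the neuronal differentiation and synaptic genes -0.21 and -0.23.

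**Figure D3:**
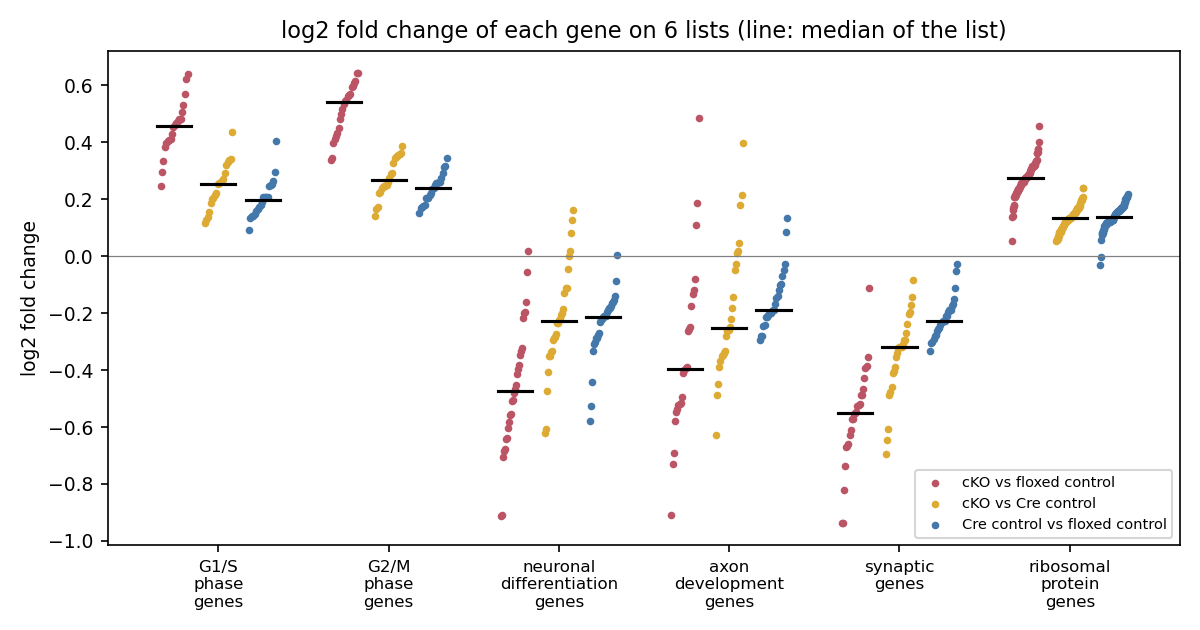
Log2 fold change of each gene on 6 lists in 3 comparisons, each point a gene and each line the median of its list. The 22 genes of the G2/M phase lie above 0 in every comparison, farthest for cKO against the floxed control.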

The Gene Ontology (GO) analysis further demonstrated that DEGs were highly enriched in the processes involved with neurogenesis, neuronal differentiation, neuronal morphogenesis, and mitotic cell cycle (Figure 4C). Taken together, the increased Shh and Wnt signaling are associated with the etiology of protrusive tectum phenotypes found in *Gpr161* cKO.

**FIGURE 4:**
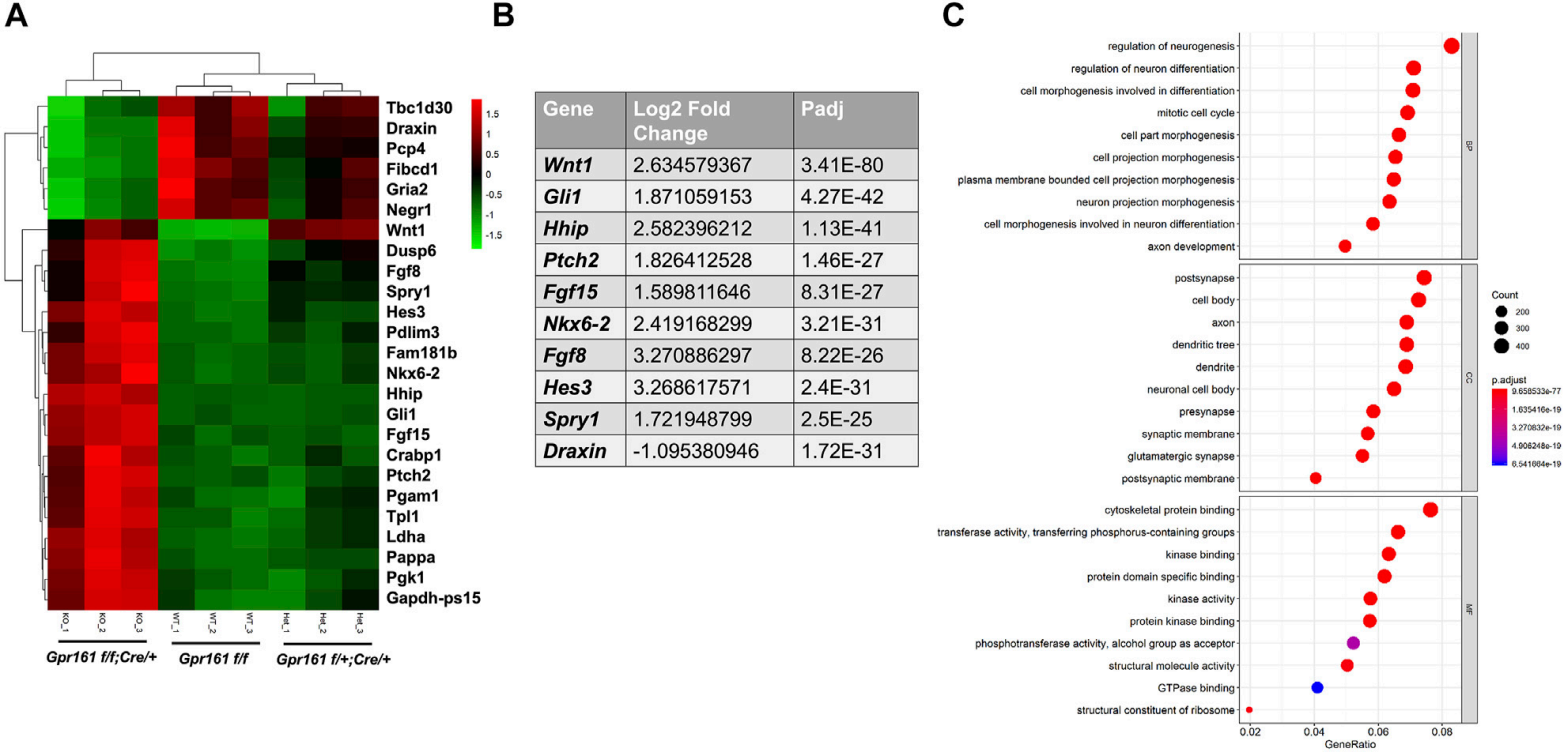
The transcriptomic analysis of the midbrains of *Gpr161* cKO fetuses at E13.5. **(A)** The Heat map from dissected midbrain tissues of *Gpr161* ^*f/f*^ (*floxed* control), *Gpr161* ^*f/+*^ *;Wnt1-Cre/+* (*Cre* control) and *Gpr161* ^*f/f*^ *;Wnt1-Cre/+* (cKO) fetuses at E13.5 (n = 3). Top 25 DEGs were displayed in Heat map (Top 6 downregulated genes in Green in cKO and top 19 upregulated genes in Red in cKO). **(B)** Top ten differentially regulated genes (DEGs) in *Gpr161* cKO **(C)** Gene Ontology (GO) analysis of DEGs in *Gpr161* cKO.

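Of the 25 genes of the heatmap, 25 passed the adjusted p in cKO against the floxed control and 25 against the Cre control, where Wnt1 passed in the direction opposite to the heatmap (log2 fold change -0.28, adjusted p = 0.0373 by limma). The study picked these genes as its top DEGs from the same libraries, so these counts are not independent evidence. Dusp6, with 0.26 against the Cre control (adjusted p = 0.0206 by limma), did not pass without Cre control replicate 2 or 3 or cKO replicate 1, 2 or 3 (adjusted p = 0.0543, 0.0681, 0.0511, 0.0512 and 0.0522 in turn), and Wnt1, Fgf8 and Spry1 each did not pass in at least 1 of the fits that left out a library. With the limit on the fold change, 21 were DEGs against the floxed control and 16 against the Cre control. The 4 genes under that limit against the floxed control were Pgam1, Tpi1, Pgk1 and Gapdh-ps15, with log2 fold changes of 0.46, 0.47, 0.48 and 0.46. The row named Gapdh-ps15, a pseudogene, has a mean log2 value of 14.83, and 0 rows are named Gapdh. Most rows follow the order of the Ensembl gene numbers (98.9% of 21179), and 10 of 10 rows around this one are in order with the number of Gapdh, against 5 of 10 with that of the pseudogene.

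In order of p, the first 25 DEGs against the floxed control held 16 higher and 9 lower genes, and 19 of them are in the heatmap. The first 25 against the Cre control held 17 higher and 8 lower genes, of which 11 are in the heatmap. Pappa and Ldha were higher in cKO by 1.10 and 0.88 on the log2 scale against the floxed control (adjusted p = 1.72e-05 and 3.17e-05 by limma) and by 0.91 and 0.65 against the Cre control (adjusted p = 7.49e-05 and 4.52e-04 by limma). Tbc1d30, Pcp4, Fibcd1, Gria2 and Negr1 were lower, with log2 fold changes between -1.03 and -0.73 against the floxed control and between -0.73 and -0.61 against the Cre control.

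Against both controls as 1 group of 6 libraries, 174 genes were DEGs, 93 higher and 81 lower, and 87 without cKO replicate 1. The 3 cKO values lay all above or all below the 6 control values in 148 of these DEGs, and in 3677 of all genes tested, where chance gives 2.38%. Of the DEGs so separated that the paper does not name, the 10 with the smallest adjusted p were Fignl2, Cdh20, Trh, Hmga2 and Helt, which were higher in cKO, and Gabra2, Pou4f2, Lhx9, Dlg2 and Arpp21, which were lower. Trh rose by 1.03 against the floxed control (adjusted p = 1.63e-04 by limma) and by 0.92 against the Cre control (adjusted p = 9.24e-04). Pou4f2 had log2 fold changes of -0.97 (adjusted p = 2.21e-04 by limma) and -0.89 (adjusted p = 0.00149). Dlg2 changed least of the 10 against the floxed control, with a log2 fold change of -0.61 (adjusted p = 3.47e-04 by limma).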

### The Depletion of *Gpr161* in Cranial Neural Crest Lineages Results in Craniofacial Bone Defects

The gross morphology (Figure 1B) and histological analysis (Figure 2A) suggested abnormal facial and cranial structures in *Gpr161* cKO fetuses. We observed up to 69% of the *Gpr161* cKO fetuses had encephalocele (Supplementary Table S2). The observed encephalocele could also be secondary to skull defects. To investigate craniofacial bone development in *Gpr161* cKO fetuses, we performed skeletal staining with Alcian Blue (unmineralized cartilages) and Alizarin Red S (mineralized cartilages and bones). We observed a significant loss of mineralized skull and facial bones in *Gpr161* cKO fetuses at E17.5 (Figure 5A). Specifically, the frontal, maxillary, and mandibular bones, which are derived from neural crest cell lineages, were significantly underdeveloped while the frontal bones failed to even form. The formation of parietal bones, which are derived from paraxial mesodermal cell lineages, was also severely reduced.

**FIGURE 5:**
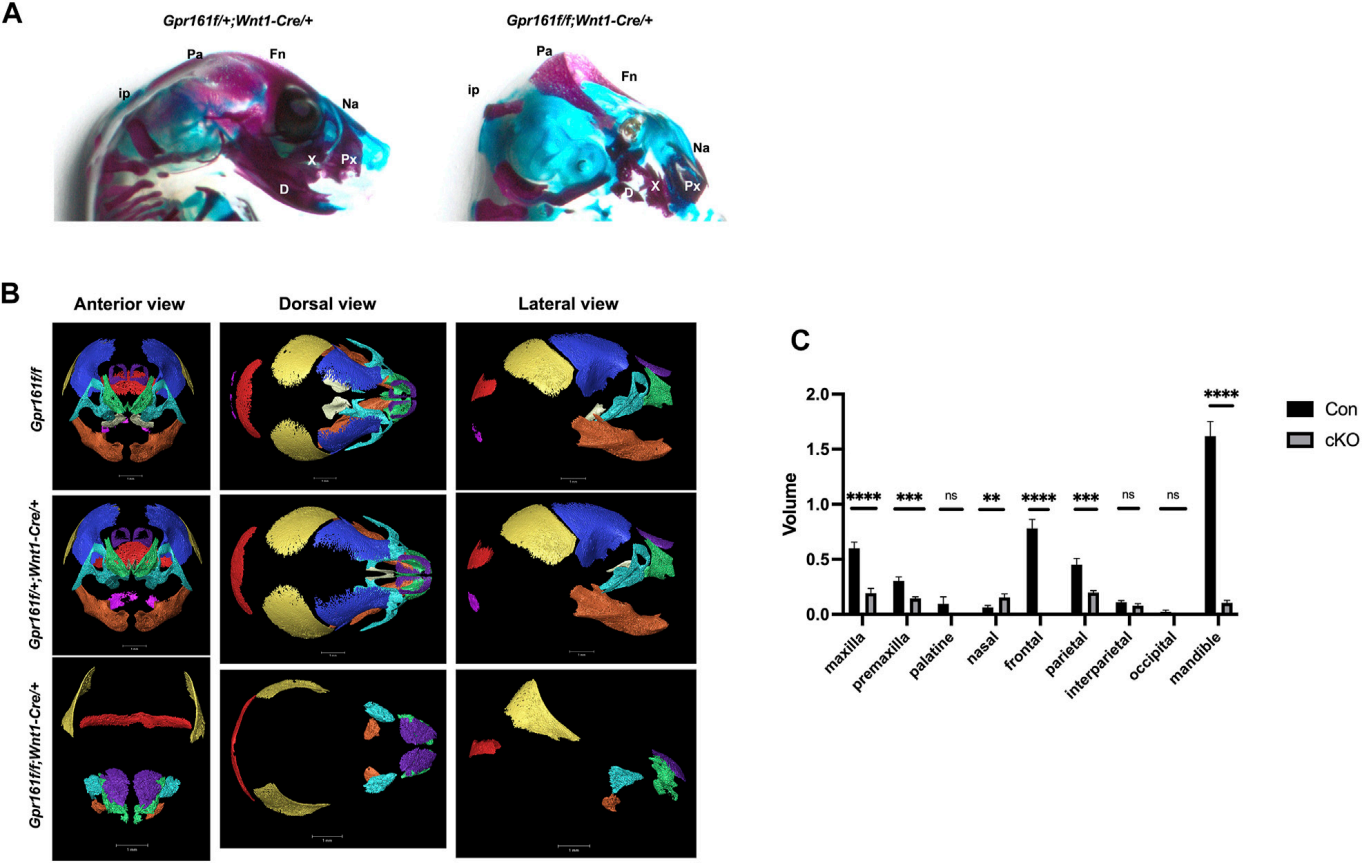
The craniofacial skeletal analysis in *Gpr161* cKO fetuses at E17.5. **(A)** The skeleton staining of heads from *Gpr161* ^*f/+*^ *;Wnt1-Cre/+* and *Gpr161* ^*f/f*^ *;Wnt1-Cre/+* with Alcian blue and Alizarin Red S (n = 3). Fn: frontal bone; Pa: parietal bone; ip: interparietal bone; Na: nasal bone; Px: premaxilla; X: maxilla; D: mandible. **(B)** 3D reconstruction of microCT images of heads from *Gpr161* ^*f/f*^ (n = 1), *Gpr161* ^*f/+*^ *;Wnt1-Cre/+* (n = 2) and *Gpr161* ^*f/f*^ *;Wnt1-Cre/+* (n = 3) at E17.5. frontal bone: blue, parietal bone: yellow, interparietal bone: red, occipital bone: pink, nasal bone: purple, palatine bone: beige, maxilla: turquoise, premaxilla: green, mandible: orange **(C)** Quantitative volume measurement of identified craniofacial bones. Con combines the volume measurement from *Gpr161* ^*f/f*^ and *Gpr161* ^*f/+*^ *;Wnt1-Cre/+*.

To further validate the skeletal staining results, we performed a bone segmentation study using 3D micro-CT imaging and further measured the volume of each bone based on micro-CT data within the craniofacial regions of *floxed* control, *Cre* control and *Gpr161* cKO fetuses at E17.5 (Figures 5B,C). We failed to observe any overall head size differences between controls and *Gpr161* cKO fetuses. Consistent with the findings of the skeletal staining studies, the neural crest lineage derived bones in the cranial vault and facial bones, including the maxilla, premaxilla, mandible, and frontal, were significantly underdeveloped or completely absent (Figure 5B) and their volumes were significantly reduced in *Gpr161* cKO fetuses (Figure 5C). However, palatine bone formation was not changed, and the volume of nasal bones was increased in *Gpr161* cKO fetuses. Additionally, segments and volume of the parietal bones were significantly reduced as shown in the skeletal staining of the fetuses, whereas the formation of other bones derived from paraxial mesoderm, such as the interparietal and occipital bones, were not affected in *Gpr161* cKO fetuses. These results strongly suggest that Gpr161 has a significant role in the formation of the neural crest derived cranial vault and facial bones.

## Discussion

The *Wnt1-Cre* lineage-specific deletion of *Gpr161* in mice resulted in two significant phenotypes; one involves protrusive tectal defects, while the other are craniofacial skeletal defects, both of which may underlie the development of encephalocele in some fetuses. The protrusive tectal defects in *Gpr161* cKO fetuses are partly due to the increased midbrain neural progenitor cell proliferation. The increased proliferation in the midbrain is associated with the elevated Shh signaling due to *Gpr161* deletion and the increased Wnt signaling, as was showed in Western Blot and qRT-PCR assays (Figure 3), as well as RNA seq experiments (Figure 4). On the contrary, the *Gpr161* depletion in neural crest cells caused severe defects in intramembranous bone formation, specifically involving the cranial vault and facial bones (Summarized in Figure 6).

**FIGURE 6:**
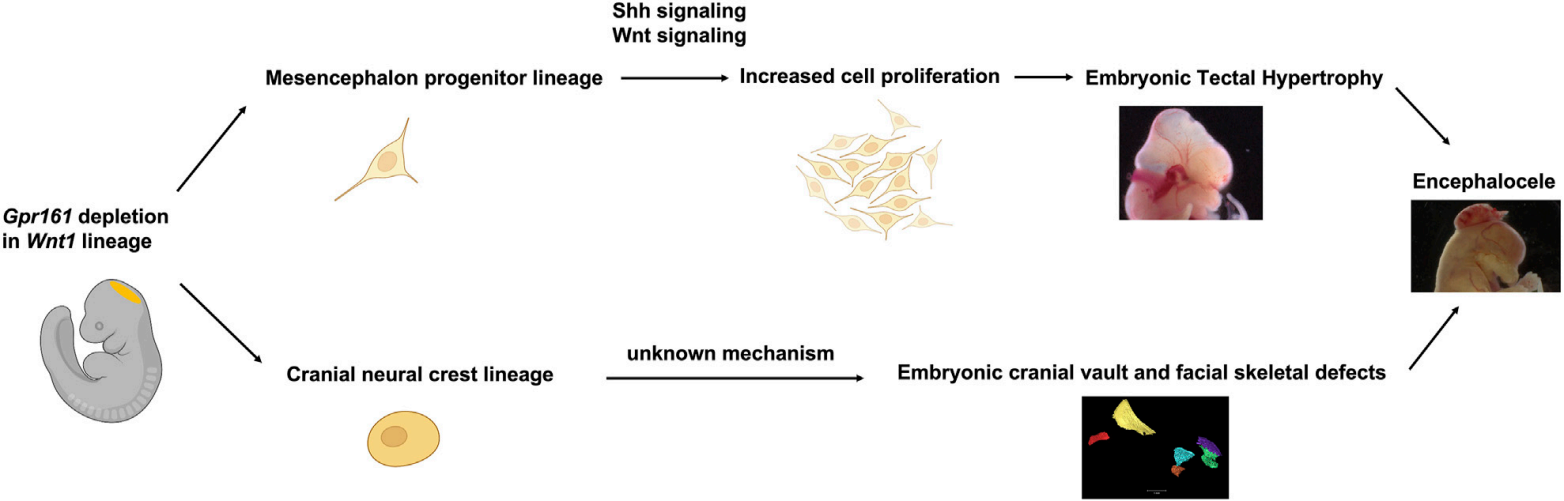
Schematic summary of *Gpr161* depletion in *Wnt1*-lineages in mouse. Midbrain dorsal neuroectoderm derived mesencephalon progenitor with *Gpr161* depletion resulted in the increased cell proliferation via up-regulated Shh and Wnt signaling, thereby contributing to embryonic tectal protrusive phenotypes from E13.5. The *Gpr161* depleted cranial neural crest cells derived from the mesencephalon caused severe cranial vault and facial bone defects. Both embryonic tectal protrusion and craniofacial bone defects could contribute to encephaloceles. This schematic figure was partly created with BioRender.com.

### The Role of Gpr161 on the Embryonic Midbrain Development

As previously reported (Lewis et al., 2013) and shown in Figure 1A, *Wnt1-Cre* driver-mediated recombination initially occurs in the midbrain dorsal neuroectoderm and the neural crest cells derived from mesencephalon forms craniofacial cartilages and bones (Santagati and Rijli, 2003). The brain hypertrophy, specifically protrusive tectal phenotypes in *Gpr161* cKO fetuses with *Wnt1-Cre*, appears as if it is a phenocopy of *Ptch1* cKO with *Nestin-Cre* (Martinez et al., 2013). We also observed identical phenotypes in *Gpr161* cKO with *Nestin-Cre* fetuses (Supplementary Figure S2), indicating the critical role that Gpr161 serves during midbrain morphogenesis. The dorsal midbrain proliferation was increased in both *Gpr161* cKO with *Wnt1-Cre* and *Ptch1* cKO with *Nestin-Cre*, suggesting that Shh signaling is required for the tectal progenitor cell proliferation. Indeed, Shh target gene expression was increased (Figures 3, 4B), and Gli3 processing (Figure 3A) was inhibited in midbrain tissues of *Gpr161* cKO with *Wnt1-Cre*, indicating the increased Shh signaling. In addition, five out of the top ten DEGs in the RNA seq data set were Shh target genes, including *Gli1*, *Hhip*, *Ptch2*, *Fgf15*, and *Nkx6.2* (Figure 4B), which were upregulated in *Gpr161* cKO fetuses, providing further supporting evidence of an increased Shh signaling in the *Gpr161* cKOs. Together, these results explain that increased Shh signaling involved in the increased mesencephalon proliferation, thereby causing the protrusive tectum in the affected fetuses. 

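In order of p, the first 10 DEGs against the floxed control held 3 genes of the Shh target list, among them Hhip and Gli1, with Nkx6-2 at rank 12 and Fgf15 at rank 17. The first 10 against the Cre control held 5, among them Gli1, Hhip, Fgf15 and Ptch1. With only the 6 libraries of the 2 genotypes compared in the fit, the first 10 against the floxed control held 0, while Gli1, Hhip, Fgf15 and Nkx6-2 stayed higher and past the adjusted p. Without cKO replicate 3, the first 10 against the Cre control held 3. Ptch1 (chromosome 13, 63508328 to 63573598 in GRCm38) was at 11.87 ± 0.091 in the floxed control, 11.78 ± 0.12 in the Cre control and 12.53 ± 0.017 in cKO (log2 value, SD, n = 3). Its log2 fold change was 0.67 against the floxed control and 0.75 against the Cre control (adjusted p = 2.21e-04 and 5.06e-04 by limma). In the Cre control against the floxed control, the genes of the list had a median of 0.086 (adjusted p = 0.0220 by limma's camera and 0.0568 by fry).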

The forebrain ventricular surface was also reported to be expanded during embryogenesis from radial glial over-proliferation upon *Nestin-Cre* mediated deletion of *Gpr161* (Shimada et al., 2019). Cortical phenotypes that were observed included polymicrogyria in the medial cingulate cortex, increased proliferation of intermediate progenitors and basal radial glia, and altered neocortical cytoarchitectonic structure with increased upper layer and decreased deep layer neurons. Overall results support the role of Gpr161 in the cell proliferation during fore/mid brain morphogenesis. In addition, the protrusive mesencephalon in *RhoA* cKO with *Wnt1-Cre* fetuses results from the hyperproliferation of midbrain progenitor cells via increased Shh signaling, providing yet more evidence supporting the role of Shh signaling in dorsal midbrain progenitor cell proliferation (Katayama et al., 2011). As *Ptch1* cKO with *Nestin-Cre* showed similar midbrain protrusive phentoypes as did *Gpr161* cKO, it will be an interesting future study to identify the relation between *Gpr161* and other Shh signaling molecules (e.g. *Ptch1* or *Smo*) during embryonic midbrain morphogenesis.

Wnt signaling is well known to be associated with mesencephalon development (Brault et al., 2001; Panhuysen et al., 2004; Chilov et al., 2010), and our results further demonstrated that the activated Wnt signaling is also involved in the mesencephalic cell proliferation. The activities of upstream signaling molecules in Wnt signaling, phosphorylated LRP6 and Dvl2, were increased and one of target genes, *CyclinD1*, was increased (Figure 3). At the same time, the expression of Draxin, an inhibitor of canonical Wnt signaling (Miyake et al., 2009), was decreased in *Gpr161* cKO fetuses (Figure 4B), providing evidence that the increased Wnt signaling secondary to *Gpr161* depletion contributes to the observed mesencephalon cell proliferation. However, we cannot rule out the possibility that Wnt and Shh signaling regulate cell proliferation in the midbrain tissues of *Gpr161* cKO in parallel. Additionally, the level of downstream Wnt signaling molecules, such as β-catenin and *Axin2*, was unchanged (Figure 3), maintaining the complexity of the interactions between Shh and Wnt signaling. Nonetheless, the interplay between Shh and Wnt signaling in mesencephalon progenitor cell proliferation and differentiation in *Gpr161* cKO fetuses remains an inadequately resolved question (Tang et al., 2010). 

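Draxin lies on chromosome 4 of GRCm38 from 148098437 to 148130698. Its log2 value was 12.09 ± 0.11 in the floxed control, 11.89 ± 0.041 in the Cre control and 11.40 ± 0.0037 in cKO (SD, n = 3), and each cKO library was lower than each control library. With each library left out in turn, the log2 fold change stayed between -0.75 and -0.65 against the floxed control and between -0.50 and -0.46 against the Cre control. The Cre control differed from the floxed control by -0.21, which did not pass (adjusted p = 0.145 by limma).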

Clearly, the molecular interactions between Gpr161, Fgf, Notch, and Wnt signaling requires future investigation.

### The Intramembranous Skeletal Defects With Encephalocele in *Gpr161* cKO Fetuses

*Gpr161* depletion with *Wnt1-Cre* resulted in severe craniofacial skeletal defects (Figure 5). It is notable that the portions of the craniofacial skeleton derived from neural crest cells were completely absent, while those portions derived from mesenchyme were only partially reduced. The partial reduction of parietal bones, which derived from mesodermal lineages, in *Gpr161* cKO could be explained by two possibilities. Jiang et al. (2002) suggests the possibility that the neural crest derived meninges are required for the mesodermal derived bone ossification. The other possibility is the possible Cre expression in non-neural crest cells due to leakage or due to insertion side effect in *Wnt1-Cre* line (Doro et al., 2019).

The *Gpr161* depletion in mesenchymal lineages was reported to include phenotypes with the posterior cranial vault defects caused by the lack of intramembranous ossification (Hwang et al., 2018), supporting the role of *Gpr161* during cranial vault skeletogenesis. One possible explanation regarding craniofacial skeletal defects in *Gpr161* cKOs is that the increased neural crest cell populations due to increased Shh signaling resulting from the *Gpr161* depletion might cause craniofacial skeletal defects, as was previously observed in *Fuz* knockout mice (Tabler et al., 2016). Another possible explanation is the involvement of Wnt/β-catenin signaling as it plays a critical role in the intramembranous bone formation (Day and Yang, 2008). This possibility is supported by the previous report that *β-catenin* cKO embryos with *Wnt1-Cre* was phenocopied in *Gpr161* cKO with *Wnt1-Cre* in terms of their complete lack of neural crest cell derived cranial vault and facial bones (Brault et al., 2001). However, the underlying cellular and molecular processes of craniofacial skeletal defects in *Gpr161* cKO need to be further explored. It will be an additional future study to investigate the relation between *Gpr161* and other Shh signaling molecules, such as *Sufu* or *Smo*, during embryonic craniofacial skeletogenesis.

### Implications of the Role of Gpr161 in Encephaloceles

The pathogenesis and the etiology of the structural malformations known as encephaloceles have not been comprehensively studied even though it is often classified as a type of neural tube defects. A recent publication (Rolo et al., 2019) showed that encephaloceles result from the defective surface ectoderm in a post-neurulation manner along with severe calvarial bone defects at a later embryonic stage in the surface ectoderm specific deletion of *Rac1* mouse model. As *Gpr161* cKO did not show any significant phenotypic malformations at E9.5 or 10.5, the encephaloceles in *Gpr161* cKO clearly occur in post-neurulation stage embryos. In addition, encephaloceles are often observed to be associated with other human birth defects, including other NTDs, cleft palate, craniosynostosis (Naidich et al., 1992; Caplan et al., 2002; Ganapathy et al., 2014), which are similar phenotypes to those observed in mouse models with *Gpr161* cKO or *Rac1* cKO (Rolo et al., 2019). Therefore, our study provides a potential mouse model of encephaloceles, which enables us to further study the molecular pathogenicity of this much-understudied congenital malformation.

### Conclusion and Future Directions

In this study, we attempted to unravel the role of Gpr161 in embryonic midbrain development and craniofacial bone formation in mouse models with *Wnt1* lineage specific deletion of *Gpr161*, demonstrating the distinct role of Gpr161 in mesencephalon proliferation and neural crest derived craniofacial skeleton morphogenesis. Our data suggests that *Gpr161* cKO can serve as a mouse model for enhancing our understanding of the basic developmental biology of encephaloceles. The results from this study also suggest a possible genetic association of *GPR161* with such craniofacial defects as cleft palate, as well as encephaloceles in humans. Based on this study, we will further delineate the role of Gpr161 in neural crest cell differentiation and will also study the genetic association of *GPR161* and associated Sonic Hedgehog genes and craniofacial birth defects in human patient samples.

## Materials and Methods

### Mouse Strains

All mice were housed and handled according to the guidelines approved by the Institutional Animal Care and Use Committee (IACUC) of The University of Texas at Austin. *Gpr161* conditional knock out mice (*Gpr161 flox*) were generated and graciously provided by Dr. Saikat Mukhopadhyay (UT Southwestern, Dallas) and the detailed information was previously reported (Hwang et al., 2018). The transgenic mice, *Wnt1-Cre* (#009107), *Nestin-Cre* (#003771), and *Rosa26-lsl-LacZ* (#003474), were purchased from Jackson laboratory. The genotypes of the mice and embryos/fetuses were determined by PCR-based genotyping.

### Whole Mount β-Galactosidase Staining

Embryos were collected at E9.5 and E11.5 from timed mated breeding pairs between *Wnt1-Cre* and *Rosa26-LacZ*. The harvested embryos were fixed, and β-gal staining was performed according to the manufacturer’s instruction (Millipore Sigma). The images were captured by Leica stereomicroscope with a Nikon digital camera.

### Immunohistochemistry

Fetuses were harvested at either E13.5 or E15.5 from timed mating between *Gpr161* ^*f/f*^ and *Gpr161* ^*f/+*^ *;Wnt1-Cre/+*. Collected fetuses were fixed, paraffin embedded, and sectioned with 4 um-thickness. The paraffin sections were deparaffinized, dehydrated, antigen-retrieved, blocked (blocking solution: Thermo Fisher scientific), and incubated with primary antibodies (Ki67, pHH3, and Gli1) diluted with Lab Vision™ Antibody Diluent Quanto (Thermo Fischer scientific) overnight at 4°C. After washing, sectioned were incubated with Horseradish peroxidase (HRP) polymer conjugate (UnltraVision™ LP detection system, Thermo Fisher scientific) and DAB (Boster Bio). The sections were counterstained with hematoxylin (Thermo Fisher scientific). Images were captured with All-In-One Fluorescent (Keyence) microscope using a ×2 and ×20 objective. To assess the positive cells for each proliferation marker Ki-67 and pHH3 in the dorsal midbrain regions of each embryo, the images were digitized and analyzed with Fiji (NIH), with image analysis. For quantification, a total of 4–6 fields per dorsal midbrain regions per each embryo were captured at ×20 magnification. Each field was divided into 100 equal squares and subjected to color deconvolution. For each of the images, the Shanbhag threshold (Shanbhag, 1994) was applied to DAB-only images. The stained fraction was measured in the threshold fields (color deconvolution also gives 4′6′-diamidino-2-phenylindole (DAPI), and helps identify each threshold cell), then percentage of DAB positive cells from each image was calculated and assessed. The mean of 10 values obtained across from the six fields was calculated for each of the markers and each of the embryos, which then were subjected for the statistical analysis.

### Midbrain Dissection and Western Blot

The midbrain tissues were dissected from E13.5 mouse fetuses as described (Weinert et al., 2015). The dissected midbrain tissues were lysed with Radioimmunoprecipitation assay (RIPA) lysis buffer. The denatured protein samples were immunoblotted using anti-Gli3 (Santa Cruz Biotechnology), Gli1, p-LRP6, Dvl2, β-actin (Cell signaling), β-catenin (BD bioscience) and then with 1RDye^®^ 800CW goat anti-rabbit IgG and 1RDye^®^ 680CW goat anti-mouse IgG secondary antibodies (LI-COR). The images were captured by Odyssey^®^ (LI-COR).

### RNA Extraction and Quantitative RT-PCR

The dissected midbrain tissues from E13.5 mouse fetuses were lysed with Trizol and total RNA was purified with Direct-zol RNA kit (Zymo research). For quantitative RT-PCR, 500 ng-1 µg of RNA was used to synthesize cDNA using iScript reverse transcription Supermix kit (Bio-Rad). The quantitative RT-PCR was performed using SsoAdvanced™ Universal SYB R Green Supermix (Bio-Rad) according to the manufacturer’s instruction. The primers for qRT-PCR are as below.

**Table:** 

	Forward (5′→3′)	Reverse (5′→3′)
*Gpr161*	TCG​GTG​GAG​TTT​GAT​GAG​TTC​A	CCG​TAG​CAC​ACT​AGC​ATG​ATG​A
*Gli1*	CCA​AGC​CAA​CTT​TAT​GTC​AGG​G	AGC​CCG​CTT​CTT​TGT​TAA​TTT​GA
*Ptch1*	TGG​CTC​TTG​GAG​GGC​AGA​AAT​TAC	CCT​GGG​TGG​TCT​CTC​TAC​TTT​GGT
*Fgf15*	GAG​GAC​CAA​AAC​GAA​CGA​AAT​T	ACG​TCC​TTG​ATG​GCA​ATC​G
*CyclinD1*	TCCCAGACGTTCAGAACC	AGG​GCA​TCT​GTA​AAT​ACA​CT
*Axin2*	AAG​TGT​CTC​TAC​CTC​ATT​TTC​CG	TCC​AGT​TTC​AGT​TTC​TCC​AGC
*Gapdh*	GAC​CTG​CCG​TCT​AGA​AAA​AC	CTG​TAG​CCA​AAT​TCG​TTG​TC

### RNA Sequencing

The tissues were harvested as described in Midbrain dissection and total RNAs were extracted with Direct-zol RNA kit (Zymo Research). The quantity and integrity of RNAs were analyzed by Nanodrop (Thermo Fisher) and Bioanalyzer (Agilent Technologies). The library was prepared with NEBNext Ultra RNA with Poly-A selection and (NEB) was sequenced on an Illumina Hi-Seq 4000 (Admera Health LLC). The differential gene expression was determined with fold change >1.5 and *p* < 0.05 genes with <1 count per million (cpm). Any gene with a *p*-value greater than FDR, after Benjamini-Hochberg correction for multi-testing, was deemed significantly differentially expressed under the test condition as compared to the control. The dataset was analyzed by the Gene Ontology (GO) enrichment analysis.

### Bone-Cartilage Skeletal Staining

Skeletal staining was performed using a modified Alcian Blue/Alizarin Red staining procedure (Kessel et al., 1990). Briefly, the E17.5 fetuses were eviscerated and fixed with 95% ethanol and then acetone. Fixed fetuses were incubated with staining solution (0.005% Alizarin red S 0.015% Alcian Blue GS in 5% acetic acid, 5% H_2_O and 90% ethanol) for 3 days at 37°C. After washing, samples were kept in 1% KOH for 48 h. For long term storage, specimens were transferred into 20, 50 and 80% glycerol solutions and were ultimately maintained in 100% glycerol. The images were captured by a Leica stereomicroscope with a Nikon digital camera.

### Micro-CT Scan and Image Processing

The E17.5 fetuses were fixed with 10% formalin followed by 70% ethanol. Specimens were scanned at the University of Texas High-Resolution X-ray CT Facility using the flat panel detector on a Zeiss Xradia 620 Versa. The X-ray source was set to 70 kV and 8.5 W with no filter. A total of 2001 0.1s projections were acquired over ±180 degrees of rotation with no frame averaging. A source-object distance of 18.0 mm and a detector-object distance of 251.7 mm resulted in 9.98-micron resolution. The resulting data were segmented in Avizo software v.2020.2.

### Statistical Analysis

The experiments were done in triplicate Unless specifically stated otherwise and the data was analyzed by the Standard Deviation (SD) with student t-test for comparing groups. For IHC data, the statistical analysis was performed with 2-way ANOVA, followed by Tukey’s test for multiple comparison (GraphPad Prism9).

## Data Availability

The datasets presented in this study can be found in online repositories. The names of the repository/repositories and accession number(s) can be found below: Gene Expression Omnibus GSE185336.

## References

[B1] AhlgrenS. C.Bronner-FraserM. (1999). Inhibition of Sonic Hedgehog Signaling *In Vivo* Results in Craniofacial Neural Crest Cell Death. Curr. Biol. 9 (22), 1304–1314. 10.1016/s0960-9822(00)80052-4 10574760

[B2] AndersonE.PelusoS.LetticeL. A.HillR. E. (2012). Human Limb Abnormalities Caused by Disruption of Hedgehog Signaling. Trends Genet. 28 (8), 364–373. 10.1016/j.tig.2012.03.012 22534646

[B3] ArimuraN.DewaK.-i.OkadaM.YanagawaY.TayaS.-i.HoshinoM. (2019). Comprehensive and Cell-Type-Based Characterization of the Dorsal Midbrain during Development. Genes Cells 24 (1), 41–59. 10.1111/gtc.12656 30422377

[B4] BaylyR. D.NgoM.AglyamovaG. V.AgarwalaS. (2007). Regulation of Ventral Midbrain Patterning by Hedgehog Signaling. Development 134 (11), 2115–2124. 10.1242/dev.02850 17507412

[B5] BlaessS.StephenD.JoynerA. L. (2008). Gli3 Coordinates Three-Dimensional Patterning and Growth of the Tectum and Cerebellum by Integrating Shh and Fgf8 Signaling. Development 135 (12), 2093–2103. 10.1242/dev.015990 18480159PMC2673693

[B6] BraultV.MooreR.KutschS.IshibashiM.RowitchD. H.McMahonA. P. (2001). Inactivation of the (β)-Catenin Gene by Wnt1-Cre-Mediated Deletion Results in Dramatic Brain Malformation and Failure of Craniofacial Development. Development 128 (8), 1253–1264. 10.1242/dev.128.8.1253 11262227

[B7] BronnerM. E.Simões-CostaM. (2016). The Neural Crest Migrating into the Twenty-First Century. Curr. Top. Dev. Biol. 116, 115–134. 10.1016/bs.ctdb.2015.12.003 26970616PMC5100668

[B8] CaplanJ.AngelM.ParentA. (2002). Encephalocele as a Late Complication of Cranial Vault Reconstruction in a Patient with Crouzon's Syndrome. J. Craniofac. Surg. 13 (4), 501–504. 10.1097/00001665-200207000-00004 12140411

[B9] ChilovD.SinjushinaN.Saarimäki-VireJ.TaketoM. M.PartanenJ. (2010). Beta-Catenin Regulates Intercellular Signalling Networks and Cell-type Specific Transcription in the Developing Mouse Midbrain-Rhombomere 1 Region. PLoS One 5 (6), e10881. 10.1371/journal.pone.0010881 20532162PMC2880587

[B10] CohenM.BriscoeJ.BlassbergR. (2013). Morphogen Interpretation: the Transcriptional Logic of Neural Tube Patterning. Curr. Opin. Genet. Dev. 23 (4), 423–428. 10.1016/j.gde.2013.04.003 23725799

[B11] DayT. F.YangY. (2008). Wnt and Hedgehog Signaling Pathways in Bone Development. J. Bone Jt. Surg Am. 90 (Suppl. 1), 19–24. 10.2106/JBJS.G.01174 18292352

[B12] De MoriR.RomaniM.D’ArrigoS.ZakiM. S.LoreficeE.TardivoS. (2017). Hypomorphic Recessive Variants in SUFU Impair the Sonic Hedgehog Pathway and Cause Joubert Syndrome with Cranio-Facial and Skeletal Defects. Am. J. Hum. Genet. 101 (4), 552–563. 10.1016/j.ajhg.2017.08.017 28965847PMC5630196

[B13] DhekneH. S.YanatoriI.GomezR. C.TonelliF.DiezF.SchüleB. (2018). A Pathway for Parkinson's Disease LRRK2 Kinase to Block Primary Cilia and Sonic Hedgehog Signaling in the Brain. Elife 7, e40202. 10.7554/eLife.40202 30398148PMC6219843

[B14] DoroD.LiuA.GrigoriadisA. E.LiuK. J. (2019). The Osteogenic Potential of the Neural Crest Lineage May Contribute to Craniosynostosis. Mol. Syndromol. 10 (1-2), 48–57. 10.1159/000493106 30976279PMC6422151

[B15] FeijóoC. G.OñateM. G.MillaL. A.PalmaV. A. (2011). Sonic Hedgehog (Shh)-Gli Signaling Controls Neural Progenitor Cell Division in the Developing Tectum in Zebrafish. Eur. J. Neurosci. 33 (4), 589–598. 10.1111/j.1460-9568.2010.07560.x 21219478

[B16] GanapathyA.TS.SwerM. H.RaoS. (2014). Occipital Meningoencephalocele with Cleft Lip, Cleft Palate and Limb Abnormalities- A Case Report. J. Clin. Diagn Res. 8 (12), AD03–05. 10.7860/JCDR/2014/10842.5326 PMC431623925653933

[B17] HoK. S.ScottM. P. (2002). Sonic Hedgehog in the Nervous System: Functions, Modifications and Mechanisms. Curr. Opin. Neurobiol. 12 (1), 57–63. 10.1016/s0959-4388(02)00290-8 11861165

[B18] HwangS.-h.WhiteK. A.SomatilakaB. N.SheltonJ. M.RichardsonJ. A.MukhopadhyayS. (2018). The G-Protein-Coupled Receptor Gpr161 Regulates Forelimb Formation, Limb Patterning and Skeletal Morphogenesis in a Primary Cilium-Dependent Manner. Development 145 (1), dev154054. 10.1242/dev.154054 29222391PMC5825871

[B19] HwangS.-H.SomatilakaB. N.WhiteK.MukhopadhyayS. (2021). Ciliary and Extraciliary Gpr161 Pools Repress Hedgehog Signaling in a Tissue-specific Manner. Elife 10, e67121. 10.7554/eLife.67121 34346313PMC8378848

[B20] JeongJ.MaoJ.TenzenT.KottmannA. H.McMahonA. P. (2004). Hedgehog Signaling in the Neural Crest Cells Regulates the Patterning and Growth of Facial Primordia. Genes Dev. 18 (8), 937–951. 10.1101/gad.1190304 15107405PMC395852

[B21] JiangX.IsekiS.MaxsonR. E.SucovH. M.Morriss-KayG. M. (2002). Tissue Origins and Interactions in the Mammalian Skull Vault. Dev. Biol. 241 (1), 106–116. 10.1006/dbio.2001.0487 11784098

[B22] JohnsonR. L.RiddleR. D.LauferE.TabinC. (1994). Sonic Hedgehog: a Key Mediator of Anterior-Posterior Patterning of the Limb and Dorso-Ventral Patterning of Axial Embryonic Structures. Biochem. Soc. Trans. 22 (3), 569–574. 10.1042/bst0220569 7821639

[B23] KaracaE.BuyukkayaR.PehlivanD.CharngW.-L.YaykasliK. O.BayramY. (2015). Whole-exome Sequencing Identifies Homozygous GPR161 Mutation in a Family with Pituitary Stalk Interruption Syndrome. J. Clin. Endocrinol. Metab. 100 (1), E140–E147. 10.1210/jc.2014-1984 25322266PMC4283017

[B24] KatayamaK.-i.MelendezJ.BaumannJ. M.LeslieJ. R.ChauhanB. K.NemkulN. (2011). Loss of RhoA in Neural Progenitor Cells Causes the Disruption of Adherens Junctions and Hyperproliferation. Proc. Natl. Acad. Sci. 108 (18), 7607–7612. 10.1073/pnas.1101347108 21502507PMC3088619

[B25] KesselM.BallingR.GrussP. (1990). Variations of Cervical Vertebrate after Expression of a Hox-1.1 Transgene in Mice. Cell 61 (2), 301–308. 10.1016/0092-8674(90)90810-2 1970515

[B26] KimS.-E.LeiY.HwangS.-H.WlodarczykB. J.MukhopadhyayS.ShawG. M. (2019). Dominant Negative GPR161 Rare Variants Are Risk Factors of Human Spina Bifida. Hum. Mol. Genet. 28 (2), 200–208. 10.1093/hmg/ddy339 30256984PMC6321953

[B27] KomadaM. (2012). Sonic Hedgehog Signaling Coordinates the Proliferation and Differentiation of Neural Stem/progenitor Cells by Regulating Cell Cycle Kinetics during Development of the Neocortex. Congenit. Anom. (Kyoto) 52 (2), 72–77. 10.1111/j.1741-4520.2012.00368.x 22639991

[B28] KurataniS.MatsuoI.AizawaS. (1997). Developmental Patterning and Evolution of the Mammalian Viscerocranium: Genetic Insights into Comparative Morphology. Dev. Dyn. 209 (2), 139–155. 10.1002/(sici)1097-0177(199706)209:2<139:aid-aja1>3.0.co;2-j 9186050

[B29] Le DouarinN. M.DupinE. (2003). Multipotentiality of the Neural Crest. Curr. Opin. Genet. Dev. 13 (5), 529–536. 10.1016/j.gde.2003.08.002 14550420

[B30] Le DréauG.MartíE. (2012). Dorsal-ventral Patterning of the Neural Tube: a Tale of Three Signals. Devel Neurobio. 72 (12), 1471–1481. 10.1002/dneu.22015 22821665

[B31] LewisA. E.VasudevanH. N.O’NeillA. K.SorianoP.BushJ. O. (2013). The Widely Used Wnt1-Cre Transgene Causes Developmental Phenotypes by Ectopic Activation of Wnt Signaling. Dev. Biol. 379 (2), 229–234. 10.1016/j.ydbio.2013.04.026 23648512PMC3804302

[B32] LiB. I.MattesonP. G.AbabonM. F.NatoA. Q.Jr.LinY.NandaV. (2015). The Orphan GPCR, Gpr161, Regulates the Retinoic Acid and Canonical Wnt Pathways during Neurulation. Dev. Biol. 402 (1), 17–31. 10.1016/j.ydbio.2015.02.007 25753732

[B33] LiJ.CuiY.XuJ.WangQ.YangX.LiY. (2017). Suppressor of Fused Restraint of Hedgehog Activity Level Is Critical for Osteogenic Proliferation and Differentiation during Calvarial Bone Development. J. Biol. Chem. 292 (38), 15814–15825. 10.1074/jbc.M117.777532 28794157PMC5612112

[B34] LuX.WangZ.WangJ.ShangguanS.BaoY.LuP. (2014). An Association Study betweenSUFUgene Polymorphisms and Neural Tube Defects. Int. J. Neurosci. 124 (6), 436–442. 10.3109/00207454.2013.849249 24070372

[B35] MartínezC.CornejoV. H.LoisP.EllisT.SolisN. P.WainwrightB. J. (2013). Proliferation of Murine Midbrain Neural Stem Cells Depends upon an Endogenous Sonic Hedgehog (Shh) Source. PLoS One 8 (6), e65818. 10.1371/journal.pone.0065818 23776550PMC3679138

[B36] MattesonP. G.DesaiJ.KorstanjeR.LazarG.BorsukT. E.RollinsJ. (2008). The Orphan G Protein-Coupled Receptor, Gpr161, Encodes the Vacuolated Lens Locus and Controls Neurulation and Lens Development. Proc. Natl. Acad. Sci. 105 (6), 2088–2093. 10.1073/pnas.0705657105 18250320PMC2538885

[B37] MiyakeA.TakahashiY.MiwaH.ShimadaA.KonishiM.ItohN. (2009). Neucrin Is a Novel Neural-specific Secreted Antagonist to Canonical Wnt Signaling. Biochem. Biophysical Res. Commun. 390 (3), 1051–1055. 10.1016/j.bbrc.2009.10.113 19857465

[B38] MukhopadhyayS.WenX.RattiN.LoktevA.RangellL.ScalesS. J. (2013). The Ciliary G-Protein-Coupled Receptor Gpr161 Negatively Regulates the Sonic Hedgehog Pathway via cAMP Signaling. Cell 152 (1-2), 210–223. 10.1016/j.cell.2012.12.026 23332756

[B39] Nagai‐TanimaM.HongS.HuP.CarringtonB.SoodR.RoesslerE. (2020). Rare Hypomorphic Human Variation in the Heptahelical Domain of SMO Contributes to Holoprosencephaly Phenotypes. Hum. Mutat. 41 (12), 2105–2118. 10.1002/humu.24103 32906187

[B40] NaidichT. P.AltmanN. R.BraffmanB. H.McLoneD. G.ZimmermanR. A. (1992). Cephaloceles and Related Malformations. AJNR Am. J. Neuroradiol. 13 (2), 655–690. 1566723PMC8333224

[B41] NasrallahI.GoldenJ. A. (2001). Brain, Eye, and Face Defects as a Result of Ectopic Localization of Sonic Hedgehog Protein in the Developing Rostral Neural Tube. Teratology 64 (2), 107–113. 10.1002/tera.1052 11460262

[B42] PanhuysenM.Vogt WeisenhornD. M.BlanquetV.BrodskiC.HeinzmannU.BeiskerW. (2004). Effects of Wnt1 Signaling on Proliferation in the Developing Mid-/Hindbrain Region. Mol. Cell Neurosci. 26 (1), 101–111. 10.1016/j.mcn.2004.01.011 15121182

[B43] RenardE.ChéryC.OussalahA.JosseT.PerrinP.TramoyD. (2019). Exome Sequencing of Cases with Neural Tube Defects Identifies Candidate Genes Involved in One-Carbon/vitamin B12 Metabolisms and Sonic Hedgehog Pathway. Hum. Genet. 138 (7), 703–713. 10.1007/s00439-019-02015-7 31139930

[B44] RoloA.GaleaG. L.SaveryD.GreeneN. D. E.CoppA. J. (2019). Novel Mouse Model of Encephalocele: post-neurulation Origin and Relationship to Open Neural Tube Defects. Dis. Model. Mech. 12 (11), dmm040683. 10.1242/dmm.040683 31628096PMC6899037

[B45] SantagatiF.RijliF. M. (2003). Cranial Neural Crest and the Building of the Vertebrate Head. Nat. Rev. Neurosci. 4 (10), 806–818. 10.1038/nrn1221 14523380

[B46] ShanbhagA. G. (1994). Utilization of Information Measure as a Means of Image Thresholding. CVGIP: Graphical Models Image Process. 56(5)**,** 414–419. 10.1006/cgip.1994.1037

[B47] ShimadaI. S.HwangS.-H.SomatilakaB. N.WangX.SkowronP.KimJ. (2018). Basal Suppression of the Sonic Hedgehog Pathway by the G-Protein-Coupled Receptor Gpr161 Restricts Medulloblastoma Pathogenesis. Cel Rep. 22 (5), 1169–1184. 10.1016/j.celrep.2018.01.018 PMC581369829386106

[B48] ShimadaI. S.SomatilakaB. N.HwangS.-H.AndersonA. G.SheltonJ. M.RajaramV. (2019). Derepression of Sonic Hedgehog Signaling upon Gpr161 Deletion Unravels Forebrain and Ventricular Abnormalities. Dev. Biol. 450 (1), 47–62. 10.1016/j.ydbio.2019.03.011 30914320PMC6497453

[B49] TablerJ. M.RiceC. P.LiuK. J.WallingfordJ. B. (2016). A Novel Ciliopathic Skull Defect Arising from Excess Neural Crest. Dev. Biol. 417 (1), 4–10. 10.1016/j.ydbio.2016.07.001 27395007PMC5023788

[B50] TangM.VillaescusaJ. C.LuoS. X.GuitarteC.LeiS.MiyamotoY. (2010). Interactions of Wnt/-Catenin Signaling and Sonic Hedgehog Regulate the Neurogenesis of Ventral Midbrain Dopamine Neurons. J. Neurosci. 30 (27), 9280–9291. 10.1523/JNEUROSCI.0860-10.2010 20610763PMC3578394

[B51] WangY.SunY.HuangY.PanY.ShiB.MaJ. (2017). The Association Study of Nonsyndromic Cleft Lip with or without Cleft Palate Identified Risk Variants of the $$\varvec{GLI3}$$ G L I 3 Gene in a Chinese Population. J. Genet. 96 (4), 687–693. 10.1007/s12041-017-0808-5 28947718

[B52] WeinertM.SelvakumarT.TierneyT. S.AlavianK. N. (2015). Isolation, Culture and Long-Term Maintenance of Primary Mesencephalic Dopaminergic Neurons from Embryonic Rodent Brains. J. Vis. Exp. (96), 52475. 10.3791/52475 PMC435465425741798

[B53] WilsonD. B.WyattD. P. (1986). Pathogenesis of Neural Dysraphism in the Mouse Mutant Vacuolated Lens (Vl). J. Neuropathol. Exp. Neurol. 45 (1), 43–55. 10.1097/00005072-198601000-00004 3941326

[B54] WilsonD. B.WyattD. P. (1993). *In Vitro* expression of Neural Tube Pathology in the Vl Mutant Mouse. J. Neuropathol. Exp. Neurol. 52 (3), 253–259. 10.1097/00005072-199305000-00009 8492142

[B55] WuJ.LuX.WangZ.ShangguanS.ChangS.LiR. (2013). Association between PKA Gene Polymorphism and NTDs in High Risk Chinese Population in Shanxi. Int. J. Clin. Exp. Pathol. 6 (12), 2968–2974. 24294386PMC3843280

[B56] XavierG. M.SeppalaM.BarrellW.BirjandiA. A.GeogheganF.CobourneM. T. (2016). Hedgehog Receptor Function during Craniofacial Development. Dev. Biol. 415 (2), 198–215. 10.1016/j.ydbio.2016.02.009 26875496

[B57] ZhangZ.WlodarczykB. J.NiederreitherK.VenugopalanS.FlorezS.FinnellR. H. (2011). Fuz Regulates Craniofacial Development through Tissue Specific Responses to Signaling Factors. PLoS One 6 (9), e24608. 10.1371/journal.pone.0024608 21935430PMC3173472

# Supplementary material for: Wnt1 Lineage Specific Deletion of Gpr161 Results in Embryonic Midbrain Malformation and Failure of Craniofacial Skeletal Development
**Source:** Front Genet. 2021 Nov 23;12:761418. doi: 10.3389/fgene.2021.761418
**Supplement:** Supplementary file 1

## Supplementary Figures and Tables

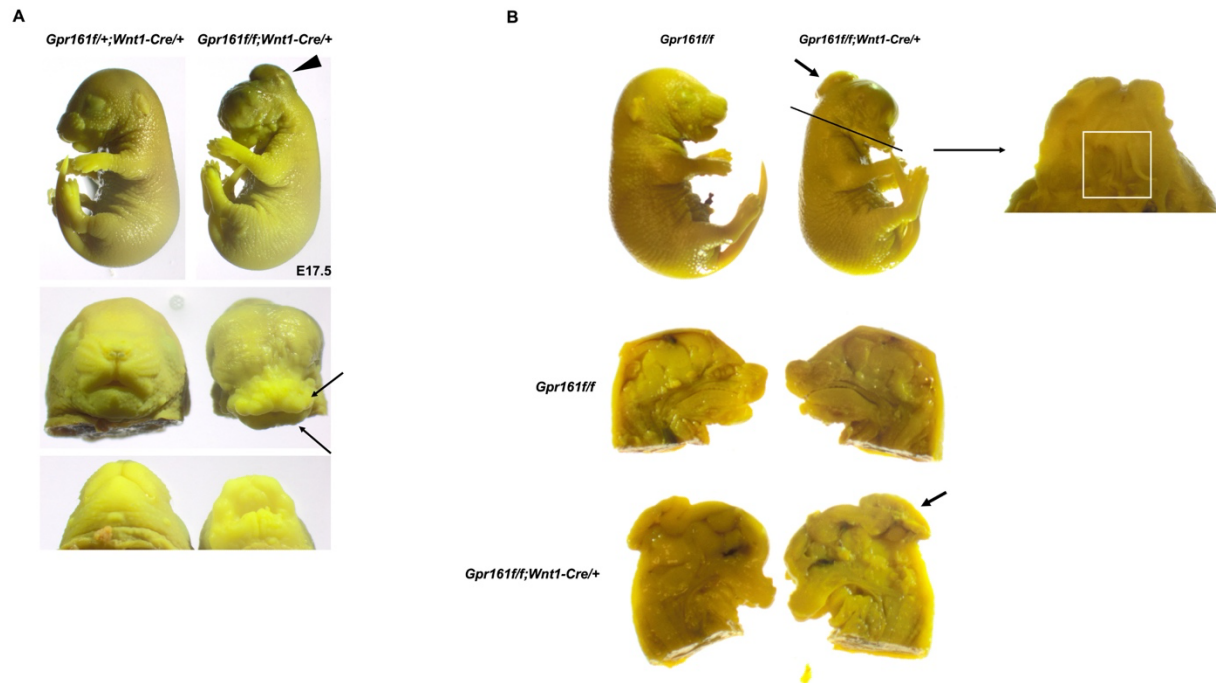

**Supplementary Figure 1.** The gross morphology (A) and sagittal section (B) of *Cre* control (*Gpr161<sup>fl/+</sup>;Wnt1-Cre/+*) and *Gpr161* cKO (*Gpr161<sup>fl/fl</sup>;Wnt1-Cre/+*). The dissected fetuses at E17.5 were fixed in formalin and then Bouin's solution for 24 hrs. (A) Arrowhead indicates the encephalocoeles. Arrows indicate widened maxilla and mandible in *Gpr161* cKO. (B) The white box indicates cleft palate in *Gpr161* cKO. Arrows indicate encephalocoeles.

**A**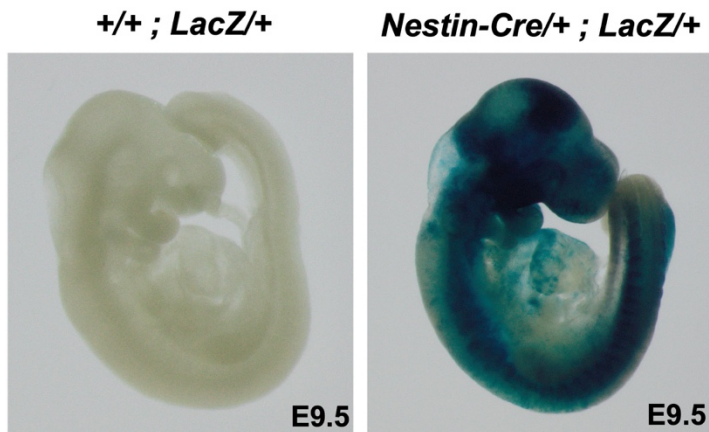**B**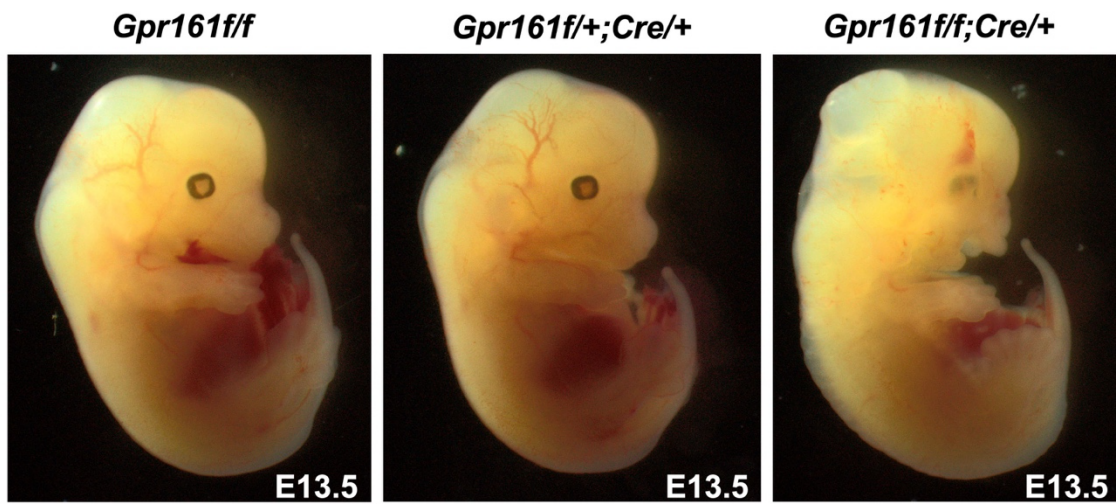

***Gpr161* cKO with *Nestin-Cre***

**Supplementary Figure 2. Neural stem cell lineage specific deletion of *Gpr161* shows protrusive tectal defects and polydactyly at E13.5. (A) X-gal staining of *Rosa-LacZ*; *Nestin-Cre*/<sup>+</sup> and *Rosa-LacZ* at E9.5. (B) Gross morphology of *Gpr161*<sup>ff</sup>, *Gpr161*<sup>f/+</sup>; *Nestin-Cre*/<sup>+</sup>, *Gpr161*<sup>ff</sup>; *Nestin-Cre*/<sup>+</sup> at E13.5.**

**A**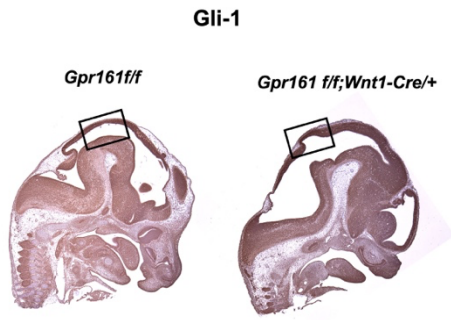**B**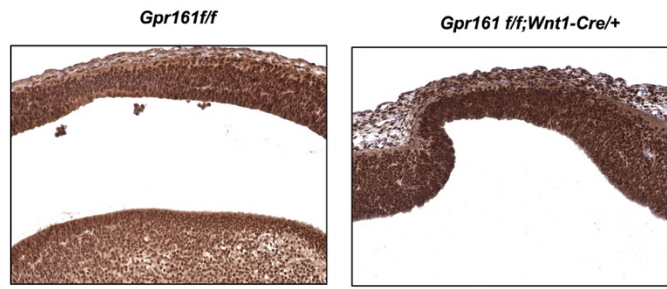

**Supplementary Figure 3. IHC with Gli1 in the dorsal midbrain of *Gpr161* cKO fetuses.** IHC with Gli1 antibodies in midbrain sections of *Gpr161<sup>ff</sup>* and *Gpr161<sup>ff</sup>;Wnt1-Cre/+* at E13.5 (n=3). The black boxes in (A) indicate the areas magnified in (B).

**Supplementary Table 1. The number of malformed fetuses in *Gpr161<sup>ff</sup>;Wnt1-Cre/+* at E13.5-E18.5**

| <i>Gpr161<sup>ff</sup></i> x <i>Gpr161<sup>ff/+</sup>;Wnt1-Cre/+</i> (E13.5-E18.5: 22 litters) |                     |                                 |                    |              |                   |
|------------------------------------------------------------------------------------------------|---------------------|---------------------------------|--------------------|--------------|-------------------|
| Genotypes                                                                                      | No of total fetuses | No of fetuses with malformation |                    |              |                   |
|                                                                                                |                     | Tectal hypertrophy              | ano/microphthalmia | ano/microtia | orofacial defects |
| <i>Gpr161<sup>ff/+</sup></i>                                                                   | 40                  | 0                               | 0                  | 0            | 0                 |
| <i>Gpr161<sup>ff/+</sup>;Cre/+</i>                                                             | 54                  | 0                               | 0                  | 0            | 0                 |
| <i>Gpr161<sup>ff</sup></i>                                                                     | 51                  | 0                               | 0                  | 0            | 1 (~1.9%)         |
| <i>Gpr161<sup>ff</sup>;Cre/+</i>                                                               | 61                  | 60 (~98%)                       | 60 (~98%)          | 60 (~98%)    | 60 (~98%)         |

**Supplementary Table 2. The prevalence of encephalocele in *Gpr161<sup>ff</sup>;Wnt1-Cre/+* fetuses at E17.5-E18.5**

| Genotype                         | No of total fetuses | No of fetuses with malformation | No of fetuses with encephalocele |
|----------------------------------|---------------------|---------------------------------|----------------------------------|
| <i>Gpr161<sup>ff</sup>;Cre/+</i> | 27                  | 26                              | 18 (~69%)                        |

**Supplementary Table 3. The number of malformed fetuses in *Gpr161<sup>ff</sup>;Nestin-Cre/+* at E13.5-E17.5**

| <i>Gpr161<sup>ff</sup></i> x <i>Gpr161<sup>ff/+</sup>;Nestin-Cre/+</i> (E13.5-E17.5:10 litters) |                      |                                                       |
|-------------------------------------------------------------------------------------------------|----------------------|-------------------------------------------------------|
| Genotypes                                                                                       | No. of total fetuses | No. of fetuses with malformation (tectal hypertrophy) |
| <i>Gpr161<sup>ff/+</sup></i>                                                                    | 16                   | 0                                                     |
| <i>Gpr161<sup>ff/+</sup>;Cre/+</i>                                                              | 24                   | 0                                                     |
| <i>Gpr161<sup>ff</sup></i>                                                                      | 20                   | 0                                                     |
| <i>Gpr161<sup>ff</sup>;Cre/+</i>                                                                | 19                   | 19 (100%)                                             |

How the deposited data were processed for this re-analysis (not part of the article)

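Poly-A selected RNA from the midbrain tissue of 9 fetuses at the same stage was sequenced by the authors, with 3 fetuses per genotype: floxed control, Cre control and cKO. The authors deposited 1 table of log2 values, which they had normalized between libraries and shrunk at low expression. The unit and the shrinkage were read from the values, since neither the table nor the paper's text names the transformation, the aligner, the genome build or the program for differential expression. The values are not whole numbers, 3536 rows lie below 0 in every library, and the spread between libraries falls toward 0 in these rows. The depth of the libraries is unknown, since the table holds no read counts, and no interval from counts could be given. The sums of the linear values were between 26605100 and 27491800 per library, the 10 highest genes held between 4.63% and 5.24% of them, and rows without a gene name between 0.323% and 0.385%.

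Of the 27360 rows, those with a gene name and at least 1 cpm, counted on the linear values, in at least 3 libraries were kept, and where a name repeated, 118 rows were dropped, which left 14029 genes. Of 21356 distinct symbols, 21000 were found in the GENCODE annotation of GRCm38, the build used here for positions. A test for read counts had been set, and limma was used in its place because the table holds log2 values. Linear models with a mean per genotype were fitted to all 9 libraries in R 4.3.3 with limma 3.58.1 (lmFit, contrasts.fit and eBayes with a trend on mean expression) and statmod 1.5.0, with two-sided moderated tests and Benjamini-Hochberg adjustment. A DEG had an adjusted p under 0.05 and a fold change over 1.5. The paper's methods give the limits on the fold change and on p, and whether that p is adjusted is not clear from them. The comparisons were cKO with the floxed control, cKO with the Cre control, the Cre control with the floxed control, and cKO with the 6 control libraries as 1 group. The fit was tested on simulated data with 200 changed genes.

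Lists of genes written from general knowledge were tested with limma's camera at a preset correlation of 0.01, for lists with at least 4 genes tested, with Benjamini-Hochberg adjustment over 27 lists. A list of mitochondrially encoded genes had 0 genes tested. The similarity of the libraries was compared with a one-sided exact permutation test over 280 partitions. A permutation of 3 libraries against 3 cannot give a p under 0.10, so no gene was tested in that way. The numbers of the replicates were checked for pairing, which the correlations neither establish nor rule out, and no pairing was used in the fit reported.

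The gene lists, the groups compared, the thresholds, the rule for the genes named and the alternatives for the filter, the threshold, the libraries in the fit, the replicate numbers, the test of the lists and the omission of each library in turn were set before the data were examined. The genes named are those the paper names, the members of the lists, H2afv, the sex-linked genes, and the 10 genes with the smallest adjusted p in cKO against both controls, among the DEGs with no overlap between the cKO and the control values that the paper does not name. Pcsk6 and Ank1 lie outside this rule and were chosen after their values were seen. Alternatives chosen after seeing the data were eBayes without a trend, libraries centred on their medians, quantile normalization, the Y-linked or the erythroid genes as a covariate, and a correction of each library for GC content and transcript length, which were known for 13901 of the genes tested (99.1%) and explained between 2.14% and 13.0% of the variance of a library around the gene means. Gene Ontology terms were not used here. The values of 2 genes are not reported here. The qRT-PCR, Western blot and histology experiments were not analysed here.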

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

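The tests of a difference in stage and of low oxygen, and those of GC content and sex for the immediate early genes against the Cre control alone, were chosen only after the result was seen. The paper's text does not report the 6 lists below as groups of genes, although it discusses neural progenitors and the dorsal midbrain, and the boundary and glycolysis lists hold 4 and 4 genes of its Figure 4. Each list passed against both controls, in the same direction, with camera and with fry. With the correlation estimated for each list, only the hypoxia-inducible genes outside glycolysis passed against both controls (adjusted p = 0.0314 against the Cre control and 0.0311 against the floxed control). With Fisher's exact test of the DEGs, the boundary and glycolysis lists passed against both controls and the other 4 lists against neither. Of all lists, 23 passed against the floxed control and 18 against the Cre control, and 1 and 1 of the 10 splits of the 6 libraries, the real split in each comparison, gave as many. Other splits gave up to 20 and 13 lists (median 14 and 11), so camera also passes many lists where the libraries are mixed. A share under 0.1 cannot be had with 3 libraries against 3, and a chance division of the libraries cannot be told apart from the genotype for these counts, because 10 splits are too few.

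Genes of the midbrain-hindbrain boundary were higher in cKO, with a median log2 fold change of 0.21 against the Cre control (adjusted p = 0.0142 by limma's camera, 0.0441 by fry) and of 0.53 against the floxed control (adjusted p = 8.30e-05 by camera, 4.25e-04 by fry), with 8 and 12 of 14 genes higher. Against the Cre and the floxed control, 8 and 10 of these genes changed when adjusted over the list alone. The study picked 4 of these genes from these libraries, and other lists hold 5. Without the genes of Figure 4, the median was -0.00421 against the Cre control (adjusted p = 0.102) and 0.28 against the floxed control (adjusted p = 0.0319), so the difference from the Cre control rests on the genes of Figure 4. Without cKO replicate 1, the median of all genes of the list against the Cre control was 0.32. The larger of the adjusted p against the controls was 0.0199 after the correction for GC content and transcript length, 0.0229 with the Y-linked genes as a covariate and 8.35e-05 with the erythroid genes as a covariate, and the largest was 0.0461 when each library was left out in turn, without cKO replicate 2. The list stayed past the threshold each time. Since camera also passes many lists where the libraries are mixed, this does not decide against any of these as the cause. These genes were also higher in the Cre control than in the floxed control, with a median of 0.20 and 13 of 14 genes higher (adjusted p = 6.40e-06 by limma's camera, 0.0165 by fry). Part of the difference from the floxed control is thus also present in the Cre control. The genotype stays open as a biological explanation, as a hypothesis.

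Neural progenitor genes were higher in cKO, with a median log2 fold change of 0.15 against the Cre control (adjusted p = 0.00113 by limma's camera, 0.00698 by fry) and of 0.25 against the floxed control (adjusted p = 0.00519 by camera, 0.00159 by fry), with 13 and 14 of 16 genes higher. Of these genes, 5 and 9 changed against the Cre and the floxed control when adjusted over the list alone, the study picked 0 of them, and other lists hold 3. The larger of the adjusted p against the controls was 0.00631 after the correction for GC content and transcript length. It was 0.0129 with the Y-linked genes as a covariate and 4.27e-04 with the erythroid genes as a covariate. The largest was 0.0218 when each library was left out in turn, without floxed control replicate 2. Because camera also passes many lists in mixed libraries, these values do not decide against GC content, sex, blood or a single library. A younger stage of the cKO fetuses may also raise progenitor genes. The neuronal differentiation genes, which such a difference would lower, had a median of -0.23 against the Cre control. A difference in stage cannot be told apart from an effect of the genotype, because both predict this direction and the stage of each fetus is known only to the day.

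Glycolysis genes were higher in cKO, with a median log2 fold change of 0.36 against the Cre control (adjusted p = 1.08e-06 by limma's camera, 0.00398 by fry) and of 0.44 against the floxed control (adjusted p = 6.32e-05 by camera, 4.25e-04 by fry), with 13 and 13 of 17 genes higher. Against the Cre and the floxed control, 14 and 17 of these genes changed when adjusted over the list alone, the study picked 4 of them, and other lists hold 0. Without the genes of Figure 4, the median was 0.31 against the Cre control (adjusted p = 0.00315) and 0.39 against the floxed control (adjusted p = 0.0131). The larger of the adjusted p against the controls was 9.44e-05 after the correction for GC content and transcript length. It was 3.41e-04 with the Y-linked genes as a covariate and 7.81e-07 with the erythroid genes as a covariate. The largest was 1.99e-04 when each library was left out in turn, without floxed control replicate 2. Camera also passes many lists in mixed libraries, so GC content, sex, blood or a single library are not decided against by these values. Low oxygen in the fetus or in the tissue is a candidate explanation. It predicts that other hypoxia-inducible genes are also higher, and their median was 0.24 against the floxed control. Whether the genotype or the handling of the tissue lowered the oxygen was not tested.

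Hypoxia-inducible genes outside glycolysis were higher in cKO, with a median log2 fold change of 0.16 against the Cre control (adjusted p = 7.48e-06 by limma's camera, 1.41e-04 by fry) and of 0.24 against the floxed control (adjusted p = 7.10e-06 by camera, 3.28e-05 by fry), with 21 and 21 of 22 genes higher. Of these genes, 9 and 15 changed against the Cre and the floxed control when adjusted over the list alone, the study picked 0 of them, and other lists hold 0. The larger of the adjusted p against the controls was 5.99e-05 after the correction for GC content and transcript length, 2.34e-05 with the Y-linked genes as a covariate and 2.20e-06 with the erythroid genes as a covariate, and the largest was 7.57e-05 when each library was left out in turn, without Cre control replicate 1. As camera also passes many lists in mixed libraries, these values do not decide against GC content, sex, blood or a single library as the cause. An effect of the genotype stays open, as a hypothesis.

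Dorsal midbrain genes were lower in cKO, with a median log2 fold change of -0.17 against the Cre control (adjusted p = 0.00961 by limma's camera, 0.00398 by fry) and of -0.21 against the floxed control (adjusted p = 0.00859 by camera, 1.59e-04 by fry), with 9 and 10 of 12 genes lower. Against the Cre and the floxed control, 6 and 7 of these genes changed when adjusted over the list alone, the study picked 0 of them, and other lists hold 0. The larger of the adjusted p against the controls was 0.0160 after the correction for GC content and transcript length. It was 0.0105 with the Y-linked genes as a covariate and 0.0263 with the erythroid genes as a covariate. The largest was 0.0356 when each library was left out in turn, without Cre control replicate 1. Camera also passes many lists in mixed libraries, so these values do not decide against GC content, sex, blood or a single library. The genotype and a difference in what was dissected stay open, and neither was tested for this list.

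Immediate early genes were higher in cKO, with a median log2 fold change of 0.077 against the Cre control (adjusted p = 0.0142 by limma's camera, 0.0174 by fry) and of 0.20 against the floxed control (adjusted p = 0.0433 by camera, 0.00411 by fry), with 8 and 7 of 9 genes higher. Of these genes, 4 and 5 changed against the Cre and the floxed control when adjusted over the list alone, the study picked 0 of them, and other lists hold 0. The larger of the adjusted p against the controls was 0.0890 after the correction for GC content and transcript length, 0.0634 with the Y-linked genes as a covariate and 0.123 with the erythroid genes as a covariate, and the largest was 0.0837 when each library was left out in turn, without Cre control replicate 1. Against the floxed control the list no longer passed without floxed control replicate 1 or 3 or cKO replicate 2 or 3 (adjusted p = 0.0631, 0.0578, 0.0597 and 0.0731 in turn), and against the Cre control it no longer passed without Cre control replicate 1 (adjusted p = 0.0837). Against the floxed control it also did not pass with at least 1 cpm in every library (adjusted p = 0.0590), with a range of 0.00411 to 1.00 over the alternatives. Its median against the Cre control was 0.17 without Cre control replicate 2, 0.12 without cKO replicate 1 and 0.14 without cKO replicate 3. There it passed after the correction for GC content and transcript length (median 0.042, adjusted p = 0.0444) and with the Y-linked genes as a covariate (adjusted p = 0.0229). Because camera also passes many lists in mixed libraries, this does not decide against GC content or sex. Against the Cre control, the list did not pass with the erythroid genes as a covariate (adjusted p = 0.105, and 0.00438 to 1.00 over the alternatives). For the difference from the floxed control, the genotype cannot be told apart from GC content, sex, blood or a single library, because the list no longer passed under each of these. For the difference from the Cre control, it cannot be told apart from blood or a single library for the same reason.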

How the results depend on the processing

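The depth of the libraries is unknown, so what it limits could not be tested. Of the alternatives, eBayes without a trend, median centring, quantile normalization, the covariates and the correction for GC content and transcript length were chosen after seeing the data. Other size factors, a further count-based test and filter, a smaller prior count and Xist as a covariate were not run, because they need read counts or a gene that is not listed.

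The number of DEGs depended most on the threshold. With the adjusted p alone it was 5380 against the floxed control, 1363 against the Cre control, 8 between the controls and 4015 against both controls, since this drops the limit on the fold change. With limma's test against a fold change of 1.5 it was 6, 1, 1 and 2, since this test is stricter. Between the controls it was 49 with the unadjusted p and 2 with no filter on low values, where more genes were tested. With the replicate numbers as a block, a pairing that the values do not establish, the counts were 410, 78, 4 and 172. Under the other alternatives run that kept all 9 libraries or the 6 compared, the counts stayed within 1.5 times the reported ones.

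With 1 library left out, the counts ranged from 290 to 543 against the floxed control (lowest without cKO replicate 1), from 53 to 111 against the Cre control (lowest without cKO replicate 1), from 1 to 28 between the controls (lowest without Cre control replicate 3, highest without Cre control replicate 1) and from 87 to 220 against both controls (lowest without cKO replicate 1). The DEGs shared by both comparisons of the cKO, 71 in all libraries, ranged from 47 to 96 (lowest without cKO replicate 1). The ratio of distances ranged from 1.08 to 1.66 (highest without Cre control replicate 1), and the exact permutation p of the similarity was at most 0.0143. The Shh target genes among the first 10 DEGs ranged from 2 to 4 against the floxed control and from 3 to 5 against the Cre control (lowest without cKO replicate 3), and were 0 against the floxed control with only the 6 libraries compared. The cause was not tested for these changes.

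With the correlation estimated, the lists past the threshold fell from 23 to 2 against the floxed and 18 to 2 against the Cre control. Between the controls they fell from 20 to 0 (where 2451 single genes had an unadjusted p under 0.05). Many estimates lay far above the preset 0.01, such as 0.764 for the G2/M phase and 0.873 for the ribosomal protein genes. A higher correlation is not the whole cause. The Wnt/beta-catenin target and dorsal midbrain lists, with estimates of 0.00547 and -0.0346, also no longer passed against the floxed control. Other causes were not tested. The number of lists past the threshold was 10, 6 and 0 with Fisher's exact test of the DEGs, which uses the DEGs only. It was 7 between the controls with fry, for which the cause was not tested. With 1 library left out, it ranged from 20 to 24, from 17 to 20 and from 15 to 19.

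The directions of the genes of Fig. 4B did not change in any alternative. Most changes of direction came in differences that did not pass. The exceptions are the midbrain-hindbrain boundary genes against the Cre control (0.21, adjusted p = 0.0142 by limma's camera) and the oxidative phosphorylation genes against the floxed control (0.065, adjusted p = 0.00226 by limma's camera), which pass in the fit reported. With quantile normalization, Ctnnb1 was at -0.017 against the floxed control and -0.018 against the Cre control. After the correction for GC content and transcript length, Gli3 was at 0.070 and the Shh co-receptor list at 0.070 against the floxed control, Lrp6 at 0.051 against the Cre control, the oxidative phosphorylation genes at -0.0068 and -0.0100 against the floxed and the Cre control, and the forebrain genes at -0.00612 against the floxed control. With the erythroid genes as a covariate, the Shh co-receptor list was at 0.056 against the floxed control and the oxidative phosphorylation genes at -0.00389 against the Cre control. The forebrain genes were at -0.00387 against the floxed control with no filter and at -4.10e-04 with the Y-linked genes as a covariate. Gpr161 against the Cre control was at -0.00947 with libraries centred on their medians and at -0.012 with the Y-linked genes as a covariate, and the midbrain-hindbrain boundary genes were at -0.00421 without the genes of Figure 4. The cause was not tested for these changes.

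Across the 6 fits that each left out 1 library, the direction also changed against the floxed control for Gli3 (-0.089 to 0.067) and the Shh co-receptor list (-0.089 to 0.067). Against the Cre control it changed for Gpr161 (-0.054 to 0.071), Ccnd1 (-0.13 to 0.018), Lrp6 (-0.052 to 0.00476), the choroid plexus genes (-0.21 to 0.39), the hindbrain genes (-0.041 to 0.22) and the forebrain genes (-0.091 to 0.00464). The cause was not tested. Among single genes, 10 other results became weaker and 1 stronger against the Cre control, 6 became stronger against the floxed control, and 8 became weaker and 1 stronger between the controls, outside the fits that left out a library. Among single lists, 44 became weaker and 1 stronger against the floxed control, and 37 weaker and 10 stronger against the Cre control. In the fits that left out a library, 24 results of single genes became weaker and 2 stronger against the Cre control, 1 became stronger against the floxed control, and 16 became weaker and 1 stronger between the controls. Of the results of single lists in these fits, 8 became weaker and 3 stronger against the floxed control, and 4 weaker and 9 stronger against the Cre control.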

Differences from the paper's values

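The paper's text does not name the control behind Fig. 4B, and both are given, the floxed control first. The log2 fold change of Wnt1 was 1.46 against the floxed control and -0.28 against the Cre control, and the paper's value is about 2.6 in Fig. 4B, read by eye. The log2 fold change of Gli1 was 1.08 against the floxed control and 1.05 against the Cre control, and the paper's value is about 1.9 in Fig. 4B, read by eye. The log2 fold change of Hhip was 1.34 against the floxed control and 1.28 against the Cre control, and the paper's value is about 2.6 in Fig. 4B, read by eye. For Fgf15 the values were 1.02 and 1.01, against the paper's about 1.6 in Fig. 4B, read by eye. For Nkx6-2 the values were 1.48 and 1.15, against the paper's about 2.4 in Fig. 4B, read by eye. Fgf8 had 1.34 and 0.55, and the paper's value is about 3.3 in Fig. 4B, read by eye. Hes3 had 1.52 and 0.99, and the paper's value is about 3.3 in Fig. 4B, read by eye. Spry1 had 1.02 and 0.50, and the paper's value is about 1.7 in Fig. 4B, read by eye. Draxin had -0.69 and -0.49, and the paper's value is about -1.1 in Fig. 4B, read by eye. Of the alternatives set before the data were examined, the filters, the replicate block and the fit of only the 6 libraries leave these fold changes unchanged. They could therefore not close the gap. Leaving out 1 library moved the fold changes, and did not close the gap for any of these genes against either control. The ratio of the values against the floxed control to the paper's varied from 0.405 to 0.636 between genes, so no single change of log base brings them together.

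The paper shows Wnt1 as higher in the cKO. It was higher than in the floxed control but had a log2 fold change of -0.28 against the Cre control. In the heatmap the paper finds the controls alike apart from Wnt1, while Dusp6, also in the heatmap, had a log2 fold change of 0.48 between the controls and passed the adjusted p. Of the genes the paper shows as the leading DEGs in Fig. 4B, 6 were among the first 10 DEGs by p against the floxed control and 4 against the Cre control, and 3 and 5 of those first 10 were on the Shh target list. No setting run put more than 4 genes of that list among the first 10 against the floxed control, and 4 were reached with the replicate numbers as a block, without floxed control replicate 3 or after the correction for GC content and transcript length (chosen after seeing the data). The first 10 against the Cre control held Ptch1 and not Nkx6-2. Against the Cre control, 6 of the genes of Fig. 4B were DEGs. With the adjusted p alone, 10 of them passed against the Cre control, Wnt1 in the other direction. Fgf8 was also a DEG against the Cre control without Cre control replicate 1 (log2 fold change 0.66) or cKO replicate 1 (0.68), and Spry1 without cKO replicate 1 (0.61). Of the genes of the heatmap, 21 were DEGs against the floxed control and 16 against the Cre control, and with the adjusted p alone 25 passed against each, Wnt1 in the other direction against the Cre control. The genes of both panels were picked from these same libraries, so such counts are not independent evidence. The first 25 DEGs by p held 9 lower genes against the floxed control and 8 against the Cre control, where the legend of the heatmap gives fewer lower genes.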

Other observations

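The tests of shared floxed libraries, of a lost Gpr161 copy or the Cre transgene, of stage, of the labels of the cKO, of an exon deletion, of blood as the source of the erythroid genes, of the dissection, of shrinkage, of the Gapdh-ps15 row and of H2afv were chosen only after the result was seen.

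The 410 DEGs of cKO against the floxed control were matched by 1 of the 10 splits of the 6 libraries, the real one, and the other splits gave 0 DEGs (106 to 516 genes at an unadjusted p under 0.05). Against the Cre control, 1 of 10 splits gave as many as 79 DEGs, and the other splits at most 1. Between the controls, 2 of 10 splits gave as many as 4 DEGs, the real one and the split of floxed control replicates 1 and 3 and Cre control replicate 1 against the other 3 libraries. With 10 splits the share is never under 0.1, so these splits alone do not decide on a chance division of the libraries. Against both controls, 1 of 84 splits gave as many as 174 DEGs, and the other splits at most 21, which argues against a chance division of the libraries for this count.

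Of the 410 DEGs of cKO against the floxed control, 399 (97.3%) moved the same way in the Cre control, 6 of them past the adjusted p. The median position of the Cre control between floxed control (0) and cKO (1) was 0.392, and 0.482, 0.320 and 0.312 in its 3 libraries. Both differences use the same floxed libraries. In 20 simulations with the Cre control at the floxed means, the position was at most 0.0615 and at most 66.1% of the DEGs moved the same way. The simulations varied each gene independently, while genes here move together (estimated correlation 0.764 for the G2/M phase and 0.727 for the synaptic genes). Their limits may be too narrow, so they do not decide on shared libraries as the cause. The observed position was 0.388 after the correction for GC content and transcript length and 0.403 with the Y-linked genes as a covariate. It was at least 0.326 without any 1 Cre control library. These positions argue against GC content, sex and a single Cre control library as the whole cause. The 8 Shh target genes among the DEGs were at 0.0835, and a position as low was found in 0.0200% of 10000 random sets of as many DEGs. Such sets treat genes as independent, so this share may be too small. In Cre control replicates 1, 2 and 3 the Shh target genes were at 0.0274, 0.0827 and 0.107, and the other DEGs at 0.494, 0.328 and 0.315. The other 402 DEGs were at 0.396, which argues against the lost Gpr161 copy acting through the Shh target genes as the whole cause. The lost Gpr161 copy and the Cre transgene cannot be told apart, because 3 of 3 Cre control libraries carry both. A difference in stage also stays open. The ratio of the median log2 fold changes of Cre control and cKO, each against the floxed control, was 0.442 for the G2/M phase genes, 0.415 for the synaptic genes, 0.501 for the ribosomal protein genes, 0.102 for the glycolysis genes, 0.704 for the Wnt/beta-catenin target genes and 0.651 for the Fgf genes. Stage cannot be told apart from genotype, because the stage is given only to the day.

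Gpr161 was not lower in the cKO. Mislabelled cKO libraries would leave Shh target genes unchanged, while 12 of 13 were higher than in the Cre control, which argues against this. Deletion of an exon that leaves the rest of the transcript is a candidate explanation. The log2 fold change of the gene was 0.11 against the floxed control. The explanation stays open, because the table has no value per exon. The paper's qRT-PCR of Gpr161 amplifies 125 bases of a transcript of 6862, with both primers in exon 3 of 6 (165310396 to 165310520 on chromosome 1). After the correction for GC content and transcript length, chosen after seeing the data, Gpr161 was higher in cKO than in the floxed control by 0.16 (adjusted p = 0.0362 by limma, and 0.0362 to 0.504 over the alternatives).

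Genes that the paper measured by qRT-PCR, Western blot or staining had these log2 fold changes in the RNA sequencing, against the floxed control and the Cre control in turn. Ccnd1 had 0.20 and -0.045 (adjusted p = 0.0555 and 0.718 by limma), Axin2 -0.038 and -0.14 (adjusted p = 0.442 and 0.0477), Mki67 0.43 and 0.25 (adjusted p = 0.00182 and 0.0542) and Gli3 -0.0089 and -0.14 (adjusted p = 0.948 and 0.327). Lrp6 had 0.045 and -0.020 (adjusted p = 0.445 and 0.787 by limma), Dvl2 0.19 and 0.16 (adjusted p = 0.00461 and 0.0364) and Ctnnb1 0.088 and 0.076 (adjusted p = 0.214 and 0.369). The paper's Western blots and staining measured protein, with LRP6 in its phosphorylated and Gli3 in its repressor form. RNA levels do not measure these forms. By qRT-PCR the paper reports CyclinD1 RNA as increased, while Ccnd1 did not pass against either control in the fit reported. The difference of Axin2 from the Cre control no longer passed without Cre control replicate 2 or 3 or cKO replicate 1, 2 or 3 (adjusted p = 0.111, 0.104, 0.108, 0.106 and 0.119 in turn), and that of Dvl2 no longer passed without Cre control replicate 2 or 3 or cKO replicate 1, 2 or 3 (adjusted p = 0.0827, 0.0948, 0.107, 0.100 and 0.0739 in turn), while that of Mki67 passed without cKO replicate 3 (adjusted p = 0.0288). With only the 6 libraries compared, neither Axin2 nor Dvl2 passed against the Cre control (adjusted p = 0.0949 and 0.0687; 0.0365 to 0.119 and 0.0259 to 0.107 over the alternatives). Axin2 also did not pass with no filter on low values, with the replicate block, or with 3 alternatives chosen after seeing the data, namely eBayes without a trend, quantile normalization and the correction for GC content and transcript length. Ccnd1 passed against the floxed control with the replicate block (adjusted p = 0.0137), with only the 6 libraries compared (0.0153) and, chosen after seeing the data, with quantile normalization (0.0497) and with the Y-linked genes as a covariate (0.0472), with a range of 0.0137 to 0.190 over the alternatives. After the correction for GC content and transcript length, chosen after seeing the data, Lrp6 passed against the floxed control (log2 fold change 0.15, adjusted p = 0.0291, and 0.0291 to 0.817 over the alternatives) and Mki67 against the Cre control (0.32, adjusted p = 0.0153, and 0.0153 to 0.186 over the alternatives). Without cKO replicate 1, Gli3 was at -0.22 against the Cre control, and Ctnnb1 at 0.050 and 0.037 against the floxed and the Cre control.

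Erythroid genes were higher in cKO, with medians of 0.78 and 0.87 and 10 of 10 genes higher against each control (adjusted p = 0.00175 and 4.25e-05 by limma's camera, 0.0452 and 0.0637 by fry). The genes did not pass against the Cre control with fry, nor against either control with the correlation estimated. With Fisher's exact test of the DEGs they passed against both controls (adjusted p = 2.60e-08 and 1.66e-08). The median against the Cre control was 0.82 after the correction for GC content and transcript length, which argues against these as the whole cause. Blood in the tissue is a candidate explanation. It predicts that the genes move together between libraries of 1 genotype, and 10 of 10 were highest in the same floxed library (floxed control replicate 2) and 10 of 10 lowest in cKO replicate 2, where independent genes would give 8 or more with a chance of 1.02%. The most abundant of them, Hbb-y, was at 15.50, 16.36 and 15.95 in the 3 floxed, 15.97, 15.79 and 15.81 in the 3 Cre control and 17.19, 16.35 and 17.16 in the 3 cKO libraries (log2 value), so the tissue of each genotype holds blood transcripts. Whether the genotype changed the amount of blood was not tested.

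Hindbrain genes were lower and mesenchyme and meninges genes higher in the Cre control than in the floxed control, with medians of -0.65 and 0.33 (adjusted p = 1.58e-04 and 1.87e-04 by limma's camera). Neither list passed between the controls with fry (adjusted p = 0.107 and 0.212) or with the correlation estimated (0.246 and 0.371). In cKO the medians against the floxed control were -0.64 and 0.59 (adjusted p = 0.0319 and 0.00184 by camera, 0.0624 and 0.0452 by fry, 0.392 and 0.392 with the correlation estimated), and against the Cre control 0.046 and 0.18 (adjusted p = 0.675 and 0.119). Fisher's exact test of the DEGs cannot decide on a difference between the controls, because neither list holds any of the 4 DEGs there. With this test both lists passed in cKO against the floxed control (adjusted p = 0.00139 and 5.37e-05), and neither passed against the Cre control. The hindbrain genes no longer passed against the floxed control without floxed control replicate 3 or cKO replicate 3 (adjusted p = 0.0666 and 0.0511 in turn) or with no filter on low values (median -0.25, adjusted p = 0.0852), with a range of 0.00139 to 0.392 over the alternatives, and their median against the Cre control was 0.22 without Cre control replicate 2, -0.041 without Cre control replicate 3, 0.017 without cKO replicate 1 and 0.071 without cKO replicate 3. Against the floxed control, the median of the mesenchyme genes was 0.38 without floxed control replicate 3, and against the Cre control they passed without Cre control replicate 2 (adjusted p = 0.0240) and with only the 6 libraries compared (adjusted p = 0.0183, and 0.0183 to 1.00 over the alternatives), where their median was 0.074 without Cre control replicate 1 and 0.32 without Cre control replicate 2. Between the controls, the median of the mesenchyme genes was 0.53 without floxed control replicate 2 and 0.22 without floxed control replicate 3. With each floxed library left out in turn, the largest adjusted p of these lists between the controls by camera was 0.00681. Camera also passes many lists in mixed libraries, so this value alone does not decide against 1 floxed library as the cause. The medians kept their direction in these fits, with the hindbrain genes at -0.74, -0.69 and -0.46 without floxed control replicate 1, 2 and 3. A different dissection of the floxed controls may also give this pattern and cannot be told apart from an effect of the transgene or of the lost Gpr161 copy, because all Cre-carrying libraries share it.

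The log2 fold changes were smaller than the paper's in Fig. 4B. Shrinkage of the deposited values at low expression is a candidate explanation. It predicts that the ratio to the paper's value rises with expression. Across 9 genes of Fig. 4B, Spearman's rho of the ratio with mean expression was 0.867 (two-sided permutation p = 0.00393) and Pearson's r was 0.882 (permutation p = 8.90e-04), or 0.838 without the 2 genes farthest from the median expression. This is a relation across genes, which are not independent replicates. Among the genes with a mean log2 value over 10, the highest ratio was 0.636 (Fgf15), and Draxin, the most abundant of the 9, was at 0.629. Shrinkage that reaches this level cannot be told apart from another cause of the gap in these genes, because the table holds no values without shrinkage.

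A candidate explanation for the high level of the row named Gapdh-ps15 is that the row holds Gapdh, since 10 of 10 neighbouring rows are in order with the Ensembl number of Gapdh. A second row of that name, with a mean log2 value of 2.37, is in order with the number of the pseudogene in 7 of 7 neighbours.

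H2afv (chromosome 11, 6427229 to 6444443 in GRCm38) was lower in 6 of 6 Cre-carrying libraries than in every floxed library, with a log2 fold change of -0.44 (two-sided exact permutation test, p = 0.0119, the smallest that 84 splits allow). In the Cre control alone it was -0.51 (adjusted p = 0.0372 by limma), which did not pass without floxed control replicate 1, 2 or 3 or Cre control replicate 2 or 3 (adjusted p = 0.0554, 0.0535, 0.293, 0.0650 and 0.129 in turn), with no filter on low values (0.0651), with only the 6 libraries compared (0.210) or with quantile normalization, chosen after seeing the data (0.0726). The adjusted p over the alternatives was 6.95e-05 to 0.293. A copy of H2afv lost to the Cre transgene is a candidate explanation, and the position of the transgene was not tested.

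The Y-linked gene Ddx3y was at 7.95 in floxed control replicate 2 and 7.89 in Cre control replicate 1, and between 9.37 and 10.14 in the other libraries (log2 value).

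The lists not described elsewhere are given by median log2 fold change against the floxed control and the Cre control in turn, with the adjusted p by limma's camera. With the correlation estimated and with Fisher's exact test of the DEGs, none of these 8 lists passed against either control. Here and in the next 2 paragraphs, the covariates, quantile normalization and the correction for GC content and transcript length were chosen after seeing the data. Shh co-receptors and Gli2/Gli3 had -0.0089 and -0.14 (adjusted p = 0.991 and 0.106), forebrain genes 0.018 and -0.070 (adjusted p = 0.978 and 0.614) and ventral midbrain genes -0.19 and -0.26 (adjusted p = 0.0988 and 0.00611). The ventral midbrain genes passed against the floxed control without floxed control replicate 1 or cKO replicate 2 (adjusted p = 0.0406 and 0.0181 in turn), where their median was -0.11 without cKO replicate 1. They did not pass against the Cre control with fry (adjusted p = 0.167) or with the erythroid genes as a covariate (adjusted p = 0.155), with a range of 2.08e-04 to 1.00 over the alternatives. The Shh co-receptor list passed against the Cre control without Cre control replicate 3 or cKO replicate 1 (adjusted p = 0.0383 and 0.0190 in turn), where its median was -0.091 without Cre control replicate 1, -0.22 without cKO replicate 1 and -0.083 without cKO replicate 3, and its median against the floxed control was 0.067 without floxed control replicate 1, -0.069 without floxed control replicate 2, -0.025 without floxed control replicate 3, -0.089 without cKO replicate 1, 0.015 without cKO replicate 2 and 0.048 without cKO replicate 3. The median of the forebrain genes was 1.64e-04 without floxed control replicate 2, 0.00632 without floxed control replicate 3, 0.051 without cKO replicate 1, 0.00619 without cKO replicate 2 and 0.038 without cKO replicate 3 against the floxed control, and -0.022 without Cre control replicate 2, 0.00464 without Cre control replicate 3 and -0.046 without cKO replicate 3 against the Cre control.

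Nuclear-encoded oxidative phosphorylation genes had 0.065 and 0.034 (adjusted p = 0.00226 and 0.0563) and replication-dependent histone genes 0.14 and 0.093 (adjusted p = 0.0423 and 0.0690) by limma's camera. Against the floxed control, the oxidative phosphorylation genes did not pass with fry (adjusted p = 0.0948), after the correction for GC content and transcript length (median -0.00682, adjusted p = 0.374) or with the erythroid genes as a covariate (median 0.031, adjusted p = 0.244), with a range of 7.39e-05 to 0.535 over the alternatives. They passed against the Cre control without Cre control replicate 1 or cKO replicate 2 (adjusted p = 9.42e-06 and 0.00839 in turn), with no filter on low values (adjusted p = 0.00470) and with the Y-linked genes as a covariate (adjusted p = 0.0182), with a range of 9.42e-06 to 1.00 over the alternatives, and their median was 0.068 without Cre control replicate 1 and 0.00764 without Cre control replicate 2. The histone genes did not pass against the floxed control without floxed control replicate 3 or cKO replicate 3 (adjusted p = 0.0814 and 0.0792 in turn), after the correction for GC content and transcript length (adjusted p = 0.123) or with the erythroid genes as a covariate (adjusted p = 0.103), with a range of 3.23e-04 to 0.576 over the alternatives. When compared with the Cre control they passed with fry (adjusted p = 0.0411), without Cre control replicate 1 or cKO replicate 2 (adjusted p = 0.0356 and 0.0260 in turn), with no filter on low values (median 0.030, adjusted p = 8.18e-04) and with quantile normalization (adjusted p = 0.0271), with a range of 8.18e-04 to 1.00 over the alternatives and a median of 0.14 without cKO replicate 2.

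Endothelial genes had 0.27 and 0.15 (adjusted p = 0.00366 and 0.0409), choroid plexus genes -0.25 and -0.11 (adjusted p = 0.0854 and 0.614) and p53 target genes 0.25 and 0.16 (adjusted p = 0.0315 and 0.0672) by limma's camera. The endothelial genes did not pass against the Cre control with fry (adjusted p = 0.261), without Cre control replicate 1 or cKO replicate 2 or 3 (adjusted p = 0.376, 0.0957 and 0.0661 in turn) or with the erythroid genes as a covariate (median 0.074, adjusted p = 0.419), with a range of 0.00553 to 1.00 over the alternatives and a median of 0.050 without Cre control replicate 1. With the erythroid genes as a covariate, the choroid plexus genes passed against both controls, with medians of -0.78 and -0.45 (adjusted p = 0.00264 and 0.0135; 0.00187 to 0.451 and 0.0135 to 1.00 over the alternatives). They also passed against the floxed control without floxed control replicate 1 (adjusted p = 0.00187). Their median was -0.63 without floxed control replicate 1 and -0.094 without floxed control replicate 2 against the floxed control, and 0.39 without Cre control replicate 2, -0.21 without Cre control replicate 3 and 0.037 without cKO replicate 2 against the Cre control. The p53 target genes passed against the Cre control with fry (adjusted p = 0.00460), without Cre control replicate 2 or cKO replicate 2 (adjusted p = 0.0391 and 0.0476 in turn) and with no filter on low values (adjusted p = 0.0291), with a range of 0.00460 to 1.00 over the alternatives.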
